# Transcriptome analysis of *Corynebacterium glutamicum* in the process of recombinant protein expression in bioreactors

**DOI:** 10.1371/journal.pone.0174824

**Published:** 2017-04-03

**Authors:** Yang Sun, Wenwen Guo, Fen Wang, Chunjun Zhan, Yankun Yang, Xiuxia Liu, Zhonghu Bai

## Abstract

*Corynebacterium glutamicum* (*C*. *glutamicum*) is a favorable host cell for the production of recombinant proteins, such as important enzymes and pharmaceutical proteins, due to its excellent potential advantages. Herein, we sought to systematically explore the influence of recombinant protein expression on the transcription and metabolism of *C*. *glutamicum*. Two *C*. *glutamicum* strains, the wild-type strain and an engineered strain expressing enhanced green fluorescent protein (EGFP), were cultured in parallel in 5-L bioreactors to study the change in metabolism in the process of EGFP expression. The results revealed that EGFP expression had great effects on the growth and metabolism of *C*. *glutamicum* and contributed to metabolism-like anaerobic conditions as follows: glycolysis was enhanced, the TCA cycle was shunted, and Glu, Val, Met, lactate and acetate were accumulated to produce sufficient ATP for EGFP production and transfer. Many differentially expressed genes related to ribosomal protein, transcriptional regulators, and energy metabolism were found to be expressed in the presence of EGFP, laying the foundation for identifying genomic loci to change the flow of the host cell metabolism to improve the ability of expressing foreign proteins in *C*. *glutamicum*.

## Introduction

Since 1957, when the Gram-positive bacterium *Corynebacterium glutamicum* (*C*. *glutamicum*) was isolated due to its ability to excrete large amounts of L-glutamate [1], *C*. *glutamicum* has been thoroughly investigated and used as a generally regarded-as-safe organism in the fermentation industry. Within the last decades, *C*. *glutamicum* was proven to be an excellent production platform for amino acids and organic acids, and a promising alternative bacterial host for the expression of recombinant proteins due to its unique characteristics. First, *C*. *glutamicum* is non-pathogenic and does not produce endotoxins. Furthermore *C*. *glutamicum* could secrete properly folded proteins into the culture medium and lacks detectable extracellular hydrolysis activity, activities that increase the subsequent purification efficiency [2]. With these advantages, *C*. *glutamicum* has been widely used to express recombinant proteins such as staphylococcal nuclease [3], transglutaminase [4], human epidermal growth factor [5], antibody fragment [6], green fluorescent protein (GFP) [7] and α-amylase [8], et al.

When *C*. *glutamicum* expresses recombinant proteins, it has several intrinsic disadvantages, such as a low transformation efficiency, few available expression vectors [6], and a lower yield than that of *Escherichia coli*. Tremendous efforts have been put forth into the genetic modification and cultivation of *C*. *glutamicum* to avoid these issues—for example, the development of sophisticated tools for genetic manipulation, the engineering of natural and endogenous promoters and signal peptides, the optimization of codon usage, and the knockout of some proteases to reduce the degradation of recombinant proteins [9–13]. In addition, recombinant protein expression is also an ATP-consuming process, and an adequate supply of ATP could appropriately improve the expression level of recombinant proteins [14]. Due to the complex process of heterologous protein expression and energy metabolism of *C*. *glutamicum*, it is not easy to improve the production of heterologous protein simply through increasing the ATP level but through identifying the positively correlated genes between them.

In this study, to systematically explore the effect of enhanced green fluorescent protein (EGFP) expression on the genetic regulation and metabolism of *C*. *glutamicum*, we compared *C*. *glutamicum* Egfp and *C*. *glutamicum* BZH 001 in a 5-L bioreactor through RNA-seq. Subsequently, the mechanistic correlation among these changes and EGFP expression was studied to understand the metabolism mechanism in the process of heterologous protein expression and to identify key nodes to reform the genomic loci to improve the ability to express foreign proteins. In general, the study of metabolism and transcriptome regulation in the heterologous protein expression of *C*. *glutamicum* has high academic value and broad application prospects.

## Materials and methods

### Strains and cultivation

The wild-type strain used in this work was *C*. *glutamicum* CGMCC1.15647 (*C*. *glutamicum* BZH 001) donated by Zhangjiagang Huachang Pharmaceutical Co., Ltd. (Zhangjiagang, China). Its derivatives *C*. *glutamicum* pXMJ19-EGFP (*C*. *glutamicum* EGFP) was constructed as the following. EGFP gene was amplified by PCR using F primer (5’-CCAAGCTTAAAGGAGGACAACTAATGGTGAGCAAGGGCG-3’) and R primer (5’-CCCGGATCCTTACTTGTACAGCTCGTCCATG-3’) with plasmid PEGFP-N1 as the template. The amplified DNA fragment was introduced into the PXMJ19 by *Hind* III and *Bam*H I digestion and ligation. The lacIq gene was removed from PXMJ19 to make it a constitutive expression vector. The resulting plasmid PXMJ19-EGFP was introduced into *C*. *glutamicum* BZH 001. The EGFP gene was constitutive express by *tac* promoter witha conserved SD sequence (aaaggagga). The physical map of PXMJ19-EGFP was shown in S1 Fig [15].

The strain was grown on seed medium (25 g of glucose, 30 g of corn syrup, 20 g of (NH_4_)_2_SO_4_, 1 g of MgSO_4_, and 1 g of KH_2_PO_4_ per liter of distilled H_2_O; pH 6.8) in a shaker for 12 h at 30°C and 220 rpm. Next, the seed was transferred to the second seed medium in a baffled-bottom flask at 30°C, pH 6.8, for 48 h before transferring to fermentation medium in a 5-L fermenter (Applikon EZ-control, Netherlands). Fed batches were conducted in parallel with three biological replicates of *C*. *glutamicum* BZH 001, and *C*. *glutamicum* EGFP under 30% dissolved oxygen (DO). Glucose (300 g/L) was added into the fermenter at the rate of 10 mL/h 16 h after inoculation to avoid nutrient shortage. DO calibration and control: In this experiment, 100% DO was calibrated after equilibration for 5 h with an aeration rate of 3 L/min and an agitator speed of 400 rpm at 30°C. The DO level (percentage of air saturation) was controlled at constant value by varying the agitation from 400 to 1000 rpm and supplying pure oxygen through a solenoid valve. The DO value was allowed to fluctuate by less than 4%. The medium was composed of 30 g of glucose, 15 g of corn syrup, 20 g of (NH_4_)_2_SO_4_, 1 g of MgSO_4_, and 1 g of KH_2_PO_4_ per liter of distilled H_2_O at pH 6.8. The samples collected at 20 h from three independent batches were used for RNA sequencing and quantitative real-time RT-PCR analysis. Samples for metabolism analysis were collected every 4 h during the entire fermentation process. All samples were quenched in liquid nitrogen immediately after collection and were then stored at -80°C before analysis.

### Biomass and concentration of glucose

Biomass formation was followed by measuring the OD_600_ and by determining the cell dry weight. The concentration of glucose was measured using the 3, 5-dinitrosalicylic acid (DNS) method [16].

### HPLC analyses

The determination of amino acids and organic acids was performed as described previously [17, 18] by 1260 Agilent system (Agilent Technologies Inc., USA) and SHIMADZU HPLC system (SHIMADZU Corp., Japan).

### Quantification of enzyme activities

Quantification of the pyruvate carboxylase (PC), isocitrate dehydrogenase (ICDH), glutamate dehydrogenase (GDH) activities was performed according to modified protocols. The protein concentration was quantified using the Bradford assay. Specific activities were calculated as follows: a_s_ = a/TP [17].

### Quantification of energy

ATP was measured using an ATP Assay Kit (Beyotime, China).

### Transcriptome analysis by RNA-seq

The harvesting of total RNA and the RNA-Seq protocol were described previously [19]. The clean reads were exported in the FASTQ format and were deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) with the accession numbers GSE77502/GSE87077. The clean reads were aligned to the reference sequences (*C*. *glutamicum* ATCC13032 genome) by SOAPaligner/SOAP2 [20].

The alignment data were used to calculate the distribution of reads on reference genes and to perform coverage analysis. After the alignment results passed QC, downstream analysis was performed, including gene expression level analysis, differential expression analysis, pathway enrichment analysis, and gene ontology (GO) enrichment analysis. RPKM (reads per kb per million reads) was used for the gene expression level calculation [19, 21, 22].

### Quantitative real-time PCR

RNA was quantified using a NanoDrop ND-500 spectrophotometer and was used for cDNA synthesis. Real-time RT-PCR was performed using an ABI stepone Plus Real-Time PCR System and the SYBR RT-PCR Kit. The *16s RNA* gene was used as an internal control. Eight genes were chosen for expression analysis, and the primers are shown in S1 Table. The amplification conditions were as follows: 30 s at 95°C, 40 cycles of 5 s at 95°C, 30 s at 60°C, and 20 s at 72°C. The relative gene expression levels were calculated using the 2^-ΔΔCt^ method. Each experiment was repeated three times.

### Method of MVDA (PCA, OPLS-DA), Heatmap

MVDA was carried out by SIMCA-P 14(MKS UmetricsAB, Sweden) as the method described previously [19, 23].

Heatmap was performed by cluster software [24] and Java Treeview software [25]. The RPKM was deal by hierarchical clustering and Euclidean distance.

## Results

### Transcriptome sequencing (RNA-seq) output and expression annotation

In this study, three fermentation batches were conducted using *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP, respectively. Transcriptome analysis was performed on *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP to elucidate the relationship between heterologous protein expression and metabolism. Samples harvested at 20 h in fermenters were used for RNA-seq. At that point, the cells remained at the early stage of the stable phase. We studied the changes in gene expression from the samples taken after 20 h of fermentation from cultures under 30% DO concentrations. 

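The RNA-seq data of C. glutamicum EGFP consisted of 9 libraries from fermenter samples taken at 20 h, with 3 replicates each at 0%, 30% and 50% DO. The 3 libraries at 30% DO are the EGFP samples of the comparison made here, and the libraries of C. glutamicum BZH 001 are not in the files analysed here. For each library the authors deposited the number of reads counted on each of 3157 genes and other features of the C. glutamicum ATCC13032 genome, without normalization, together with the length of each feature and its RPKM. The deposited RPKM is the count divided by the length of the feature and by the total count of the same library, times a constant. The total count was 7058635 reads in replicate 1, 6462028 in replicate 2 and 5370336 in replicate 3 at 30% DO. At 0% DO the totals were between 5271824 and 6362670 reads with a median of 6087061, and at 50% DO between 6269400 and 7316281 reads with a median of 6931000. Between 2594 and 2597 features had at least 1 read in the libraries at 30% DO. The smallest share taken as detectable was 3 reads, which was 5.6e-05% of the counts in the shallowest of these libraries. The RPKM values were used as deposited at each gene, as the mean and SD of the 3 replicates. The alternatives that were tried were a median-ratio scaling of the libraries, a rescaling of the RPKM of each library to the same sum (TPM), and leaving out each replicate in turn. The rescaling moves every value, since the RPKM of a library summed to between 1334868 and 1461424. It is a change of unit that lowers every mean by nearly the same factor. The TPM values given at the genes therefore do not show how firm a mean is. The files give neither coordinates nor sequences, so genes are named by the NCgl numbers of the files and by the products printed in the paper and its supplements. The fold changes of EGFP against the wild-type strain cited with S4 Table or S5 Table are the paper's values. No replicate pair at 30% DO was identical, and the chi-square statistic of their counts over genes was between 78.1 and 101.5 per degree of freedom, so that the 3 libraries were counted as 3 replicates.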

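Over all features, the Pearson correlation of log2(RPKM + 1) between the 3 EGFP replicates at 30% DO was 0.9956 for replicates 1 and 2, 0.9938 for replicates 1 and 3 and 0.9924 for replicates 2 and 3, with a mean of 0.9939 ± 0.0016 (SD of the 3 pairs). The paper's reported correlation value for this strain is 0.99. The coefficient of variation of the RPKM, as the SD divided by the mean of the 3 replicates, averaged 16.7% over the 2583 features with a mean of at least 1 RPKM. The paper's reported average CV for this strain is 0.93%. Its scale and the genes behind it are not stated, so that it may not be the same measure. Of the alternatives, the scale moved the average CV most, to 3.83% when it was calculated on log2(RPKM + 1). Without the logarithm, the mean correlation was 0.9743. From its values in S2 Table, the paper concludes that the biological replicates were reproducible.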

Each sample had three independent reproducible biological replicates; the average coefficient of variation (CV) was lower than 2.50% (S2 Table). After the QC step (analysis of base composition and quality), the raw reads were qualified and filtered into clean reads and then were mapped to the *C*. *glutamicum* ATCC13032 genome (The accession number is NC_003450.3). 

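S3 Table lists 25572552, 22381872 and 19321622 total reads for replicates 1, 2 and 3 of C. glutamicum EGFP at 30% DO, as the paper's values. The deposited counts of the same libraries summed to 7058635, 6462028 and 5370336 reads on annotated features. Replicate 3, with the fewest total reads, also had the smallest total count.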

The total reads generated in each sample library ranged from 19,321,622 to 27,005,014. 

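The uniquely mapped reads of the EGFP replicates at 30% DO, as the paper's S3 Table gives them, were 22017561, 19644606 and 16366182. The total of the deposited gene counts was 32.1%, 32.9% and 32.8% of these numbers for replicates 1, 2 and 3. The RPKM values of the files are relative to the total of the gene counts and not to the mapped reads.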

In total, approximately more than 16,300,000 reads were uniquely mapped to the genome, and their percentage in total reads was above 84% (S3 Table). Next, NOIseq was used to deal with clean data of the three duplicates to identify the differentially expressed genes (DEGs). An absolute value of the log2 ratio > 1 and FDR<0.05 were used to select genes with significant differential expression. When the *C*. *glutamicum* BZH 001 group was set as the control, 244 genes were significantly down-regulated, and 319 genes were up-regulated; 14 genes with |log2 ratio| > 4 were analyzed here. Four of the 14 DEGs (NCgl1413, NCgl2845, NCgl2837 and NCgl0910) were related to a hypothetical protein; thus, the focus was on the others. 

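In C. glutamicum EGFP at 30% DO, reads were almost absent from 2 of these 4 genes. NCgl2845 (210 bases) had 0, 2 and 0 reads in replicates 1, 2 and 3, and NCgl2837 (153 bases) had 0, 1 and 0 reads. These counts lie below the 3 reads taken as detectable, which correspond to 2.66 RPKM for NCgl2845 and 3.65 RPKM for NCgl2837 in the shallowest library. NCgl1413 was weakly expressed, at 26.0 ± 3.2 RPKM (SD, n = 3) from 120, 90 and 74 reads. NCgl0910 was expressed far above these genes, at 1772 ± 622.5 RPKM (SD, n = 3), and its lowest replicate (1239 RPKM) exceeded the highest replicate of NCgl1413 (29.7 RPKM). The mean of NCgl0910 was 1240 in the unit of TPM.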

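Among the genes with an annotated function, NCgl0055 (258 bases) had 509.0 ± 67.6 RPKM (SD, n = 3) in C. glutamicum EGFP at 30% DO, with 821, 822 and 808 reads in the 3 replicates. The other 4 genes covered a wide range of expression in the same libraries. NCgl0487 had 10129 ± 710.2 RPKM, NCgl0303 had 8760 ± 2846 RPKM, NCgl0909 had 2783 ± 558.5 RPKM and NCgl0833 had 262.5 ± 29.7 RPKM (each SD, n = 3). The order NCgl0487, NCgl0909, NCgl0833 held in every replicate. In the unit of TPM, the mean of NCgl0055 was 358.0.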

Among the 10 DEGs, NCgl0055 had a potential function in transcription regulation, and 5 genes had no gene annotation; thus, the other 4 DEGs (NCgl0487, NCgl0909, NCgl0833 and NCgl0303) were further analyzed. 

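NCgl0487 (657 bases) was covered by 45135, 46485 and 34245 reads in replicates 1, 2 and 3 of C. glutamicum EGFP at 30% DO. Its expression was 9733, 10949 and 9706 RPKM, with a mean of 10129 ± 710.2 RPKM (SD, n = 3), and ranked 18 among all features of the files. NCgl0488, which encodes the 50S ribosomal protein L4 and has the same length, had 5115 ± 469.7 RPKM (SD, n = 3). Each replicate of NCgl0487 lay above all replicates of NCgl0488. The log2 ratio of NCgl0487 to the median of the genes with the neighbouring locus numbers (NCgl0486 and NCgl0488 to NCgl0495) was 2.67 ± 0.03 (SD, n = 3). The choice of neighbours moved this ratio most, to 0.99 against NCgl0488 alone. The paper's reported log2 fold change of EGFP against the wild-type strain is -6.58 (S4 Table). From that fold change the paper reasons that fewer ribosomes are produced to translate EGFP. The deposited level is hard to join with it, since the mean divided by the fold change gives 967274 RPKM for the wild-type strain. That would be 68.1% of the mean sum of a library's RPKM. Fig 2A shows about 190 RPKM for the EGFP replicates, read from its colours.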

NCgl0487, encoding the 50S ribosomal protein L3 (rplC), was almost 95-fold down-regulated. rplC is a ribosomal protein involved in the translation elongation process, and its down-regulation indicates that fewer ribosomes are being produced to translate EGFP protein. NCgl0833 encoding the 50S ribosomal protein L33 (rpmG) was also down-regulated by 24.18-fold, and it was identified as a zinc-binding domain. 

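NCgl0833 (165 bases) had 231.0, 266.4 and 290.0 RPKM in the 3 replicates of C. glutamicum EGFP at 30% DO, from 269, 284 and 257 reads, with a mean of 262.5 ± 29.7 RPKM (SD, n = 3). Of the 11 ribosomal protein genes listed in the paper it had the lowest expression. Its mean was 184.7 in the unit of TPM. The paper's log2 fold change against the wild-type strain is -4.60 by RNA-seq and its real-time PCR value is -3.0 ± 0.32 (S5 Table).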

NCgl0909 encoding the ABC transporter ATPase was significantly up-regulated. 

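NCgl0909 (921 bases) had 3173, 2143 and 3033 RPKM in replicates 1, 2 and 3 of C. glutamicum EGFP at 30% DO, with a mean of 2783 ± 558.5 RPKM (SD, n = 3) from at least 12756 reads per library. The adjacent locus number NCgl0910 had 1772 ± 622.5 RPKM (SD, n = 3), and each replicate of NCgl0909 exceeded NCgl0910 of the same library. With each replicate left out in turn, the mean of NCgl0909 lay between 2588.3 and 3103.1 RPKM, and in the unit of TPM it was 1956. The fold change against the wild-type strain is available only as the paper's value, a log2 fold change of 4.93 (S5 Table), from which the paper concludes that transmembrane transport of some substrates was activated.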

ABC transporters are members of a transport system superfamily, and ATPase is a subunit of ABC transporters that utilizes the energy of ATP binding and hydrolysis to transport various substrates across cellular membranes. The up-regulation of this gene in the *C*. *glutamicum* EGFP group indicated that the transmembrane transportation of some substrates was activated, possibly to transport EGFP. NCgl0303 encoding a cold shock protein was up-regulated. 

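The expression of NCgl0303 (204 bases) in C. glutamicum EGFP at 30% DO was 6797, 7458 and 12024 RPKM in the 3 replicates, with a mean of 8760 ± 2846 RPKM (SD, n = 3), and ranked 23 among all features. Replicate 3 had the highest value although it was the shallowest library, with 13173 reads on the gene. Without replicate 3 the mean was 7128 RPKM, and the change of unit to TPM gave 6141. The paper's log2 fold change against the wild-type strain is 4.23 (S4 Table), and the paper proposes from it that the protein may perform similarly to CspB, whose mutation was reported to increase secretion.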

Shock protein, part of the CspA family, is the major cell surface protein, along with CspB. It was investigated that CspB mutation in *C*. *glutamicum* may increase the secretion of the antibody Fab fragment [13]; thus, up-regulated CspA may perform similarly in the *C*. *glutamicum* EGFP group.

### Analysis of Gene Ontology (GO) functional enrichment and pathway enrichment

GO enrichment was performed to identify the potential function of the DEGs of the *C*. *glutamicum* EGFP group. The DEGs were annotated using GO annotations of GO term findings (https://david.ncifcrf.gov/gene2gene.jsp). Annotated genes were enriched with a corrected p-value ≤0.05. The DEGs could be categorized into two functional groups belonging to two main GO ontologies: biological processes (4) and molecular functions (2). The GO annotations belonging to the biological processes were GO:0009401-phosphoenolpyruvate-dependent sugar phosphotransferase system, GO:0006355-regulation of transcription, DNA-templated, GO:0006096-glycolytic process, and GO:0006351-transcription, DNA-templated. The molecular functions of GO ontologies were GO:0008199-ferric iron binding and GO:0035731-dinitrosyl-iron complex binding (Fig 1A). There were 32 genes clustered in transcription and 22 genes in the regulation of transcription. Each DEG was subjected to pathway analysis using the KEGG (Kyoto Encyclopedia of Genes and Genomes) database (http://www.kegg.jp/kegg/pathway.html) to explore the biological implications. In addition, we generated a scatter plot of the KEGG enrichment results (Fig 1B). A smaller rich factor indicates greater intensiveness, and a larger plot indicates more enrichment of genes. The p-value ranged from 0 to 0.056. Fig 1 shows the enrichment pathways of the *C*. *glutamicum* EGFP group. Specifically, the pathway terms enriched with the largest number of DEGs annotated were microbial metabolism in diverse environments; it was an important pathway of energy metabolism, substance metabolism and transcription and there were 46 genes annotated in this pathway. Heterologous protein expression needs many metabolic precursors and/or cofactors; thus, the pathway terms of Glycolysis/Gluconeogenesis, Carbon metabolism, Pentose phosphate pathway and Pyruvate metabolism were enriched. These pathways are important pathways to synthesize all required amino acid and ATP necessary to form substrates of the target protein. Five genes of the Phosphotransferase system (PTS) were enriched, and the p-value of this pathway was 0.0036; PTS could efficiently transport different sugars. Anda et al. replaced the glucose PTS with alternate glucose transport activity on growth kinetics and acetate accumulation to improve the production of recombinant proteins [26]. Thus, changing the activity of PTS is an important method to improve the cellular performance in recombinant protein production systems.

**Fig 1:**
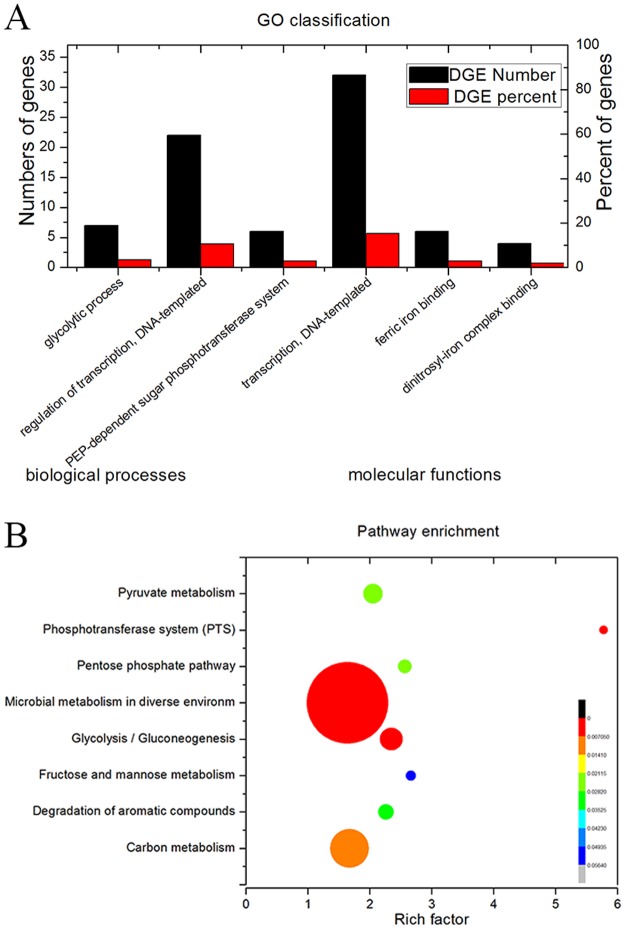
GO classification and pathway enrichment. A: GO classification of different expression genes. B: Pathways enrichment of different expression genes.

### Expression of the key genes of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP

DEGs were identified at a false discovery rate (FDR) lower than 0.05 and an absolute value of the log2 ratio≥1 was set as the threshold. However, many critical genes regulated by EGFP expression may be missed through such a screening method. Thus, we applied MVDA to further analyze the RPKM data, and OPLS-DA was performed to identify the critical genes. The S-plot model was used to screen the DEGs of the groups, and the data analysis method of Par scaling was adopted to identify biomarkers. The p1-axis describes the influence of each X-variable on the group separation, and the p(corr)1-axis represents the reliability of each X-variable to accomplish the group separation. 

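All 29 genes of S4 Table were present in the files. Together they took 8.36 ± 0.63% of the counted reads in C. glutamicum EGFP at 30% DO (SD, n = 3). Their mean expression ran from 262.5 RPKM for NCgl0833 to 16878 RPKM for NCgl2841, with a median of 3128 RPKM, and 17 of the 29 were among the 100 most highly expressed features. The gene with the largest spread between replicates was NCgl1109, with a coefficient of variation of 44.8%. Each gene had at least 257 reads in every library. By the paper's fold changes, 7 of the 29 genes were higher and 22 lower in C. glutamicum EGFP than in the wild-type strain.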

Fifty-seven genes were obtained as potential biomarkers from the S-plots, and the venn diagram showed that there were 29 common critical genes from MVDA and DEG analysis of *C*. *glutamicum* EGFP compare with those of *C*. *glutamicum* BZH 001 (Fig 2, S4 Table). 

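The 10 genes that S4 Table lists as hypothetical proteins had between 400.3 RPKM (NCgl0072) and 16878 RPKM (NCgl2841) in C. glutamicum EGFP at 30% DO, with a median of 2260 RPKM. NCgl2841 was the most variable of them, with 10787, 15740 and 24108 RPKM in replicates 1, 2 and 3. NCgl0734 had 7750 ± 2451 RPKM (SD, n = 3) and NCgl1610 had 2703 ± 863.6 RPKM (SD, n = 3). NCgl2632 had 2348 ± 647.1 RPKM (SD, n = 3), NCgl1941 had 2322 ± 203.1 RPKM (SD, n = 3) and NCgl2900 had 2198 ± 277.2 RPKM (SD, n = 3). NCgl1052, NCgl2577 and NCgl2574 had 1616, 1080 and 1043 RPKM on average. In the paper's fold changes, 2 of the 10 were higher and 8 lower with EGFP expression. The TPM rescaling brought NCgl2841 to 11833 TPM.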

There were 10 genes that were hypothetical proteins. 

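The 11 ribosomal protein genes took 4.12 ± 0.34% of the counted reads in C. glutamicum EGFP at 30% DO (SD, n = 3). The most highly expressed were NCgl1304 (30S ribosomal protein S1) with 12693 ± 2233 RPKM, NCgl1901 (S15) with 11149 ± 1758 RPKM and NCgl0487 (50S ribosomal protein L3) with 10129 ± 710.2 RPKM, and the replicates of NCgl1304 overlapped those of NCgl1901 and NCgl0487. NCgl0515 (S8) had 6706 ± 1381 RPKM, NCgl2261 (S20) had 6495 ± 1921 RPKM and NCgl0488 (L4) had 5115 ± 469.7 RPKM. NCgl0518 (S5) and NCgl1325 (L35) could not be separated, with 4537 ± 430.4 RPKM and 4529 ± 557.4 RPKM. NCgl0538 (S11) had 3208 ± 410.5 RPKM. NCgl0495 (L29) with 517.4 ± 4.8 RPKM and NCgl0833 (L33) with 262.5 ± 29.7 RPKM lay below all the others in every replicate. These errors are SDs of 3 replicates. The least precise of the means was that of NCgl2261, with a coefficient of variation of 29.6%. On the TPM scale NCgl1304 had 8972 TPM.

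**Figure D1:**
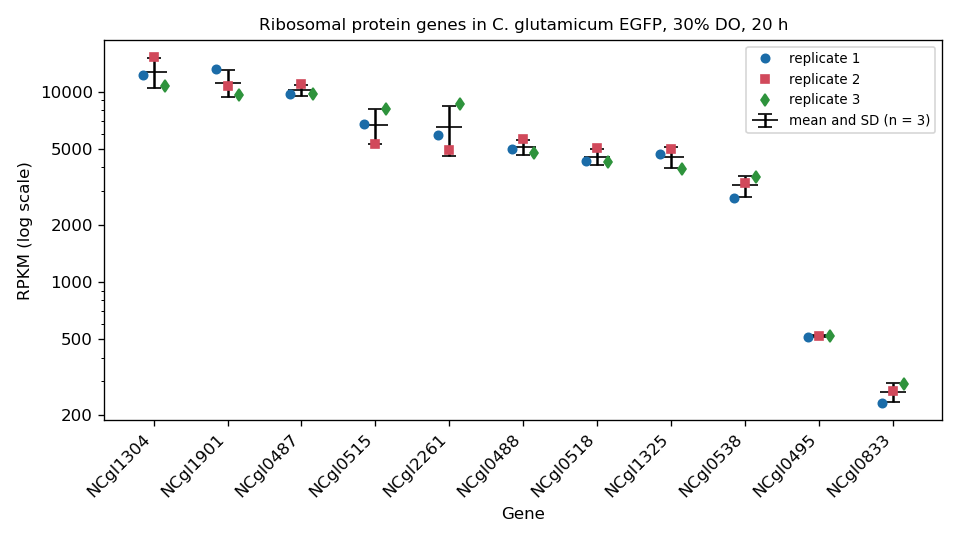
RPKM, on a log axis, of the 11 ribosomal protein genes in the 3 replicates of C. glutamicum EGFP at 30% DO. Symbols are the replicates and bars the mean and SD, and the means fall from 12693 RPKM for NCgl1304 to 262.5 RPKM for NCgl0833.

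By the paper's fold changes in S4 Table, 8 of the 11 genes were lower and 3 higher than in the wild-type strain, and from this majority the paper concludes that translation was suppressed with EGFP expression. For NCgl0487 and NCgl0518, both among the lower genes, the deposited means of 10129.1 and 4536.6 RPKM lay far above Fig 2A. Its colours read about 190 and 1300 RPKM for the EGFP replicates.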

Eleven genes encoded ribosomal proteins (NCgl1304, NCgl0538, NCgl1901, NCgl2261, NCgl0518, NCgl0515, NCgl0495, NCgl0487, NCgl0833, NCgl1325, NCgl0488); however, most of them were down-regulated under *C*. *glutamicum* EGFP, indicating that the translation process was suppressed with EGFP expression. 

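In the EGFP libraries at 30% DO, NCgl0303 had 8760 ± 2846 RPKM (SD, n = 3) and NCgl1526 had 6190 ± 1765 RPKM (SD, n = 3). The replicates of these genes overlapped, since replicate 1 of NCgl1526 (8213 RPKM) was higher than replicate 1 of NCgl0303 (6797 RPKM). Expressed as TPM, the means were 6141 and 4366. The paper's log2 fold changes are 4.23 and 2.70 (S4 Table).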

There were two genes (NCgl0303, NCgl1526) up-regulated in *C*. *glutamicum* EGFP. NCgl0303 encoding cold shock protein had been discussed above. NCgl1526 encoding glyceraldehyde-3-phosphate dehydrogenase, a house-keeping gene, was up-regulated by 6.61-fold. 

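NCgl1526 (1005 bases) had 8213, 5394 and 4964 RPKM in replicates 1, 2 and 3 of C. glutamicum EGFP at 30% DO, from 58263, 35030 and 26789 reads. The mean was 6190 ± 1765 RPKM (SD, n = 3), without replicate 1 it was 5179 RPKM, and in the unit of TPM it was 4366. The paper reasons from the higher expression against the wild-type strain that more ATP and NADH were generated.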

With the up-regulation of NCgl1526, more ATP and NADH were generated. 

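Of the other 6 genes, NCgl1504 was the most highly expressed in C. glutamicum EGFP at 30% DO, with 5793 ± 343.8 RPKM (SD, n = 3). NCgl1109 had 3128 ± 1403 RPKM, NCgl2779 had 2698 ± 269.7 RPKM, NCgl2060 had 2196 ± 614.9 RPKM, NCgl2115 had 1954 ± 408.3 RPKM and NCgl2897 had 1399 ± 103.0 RPKM (each SD, n = 3). The replicates of NCgl1504 all lay above those of the other genes, whereas NCgl1109, with 3316, 4427 and 1641 RPKM, overlapped NCgl2779, NCgl2060 and NCgl2115. Without replicate 3, the mean of NCgl1109 rose to 3872 RPKM, and in the unit of TPM it was 2222. In S4 Table the paper's log2 fold changes of these 6 genes lie between -1.68 (NCgl2897) and -1.06 (NCgl2779).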

The other genes are related to the ETC pathway, ABC transporter system, transcriptional regulator and transcription: NCgl2115 encoding cytochrome C oxidase subunit II; NCgl2060 encoding ABC transporter ATPase; NCgl2779 encoding esterase; NCgl1109 encoding helicase; NCgl2897 encoding starvation-inducible DNA-binding protein; NCgl1504 encoding transcriptional regulator. Most of them were related to energy metabolism; however, their relationship with recombinant protein expression should be further studied.

**Fig 2:**
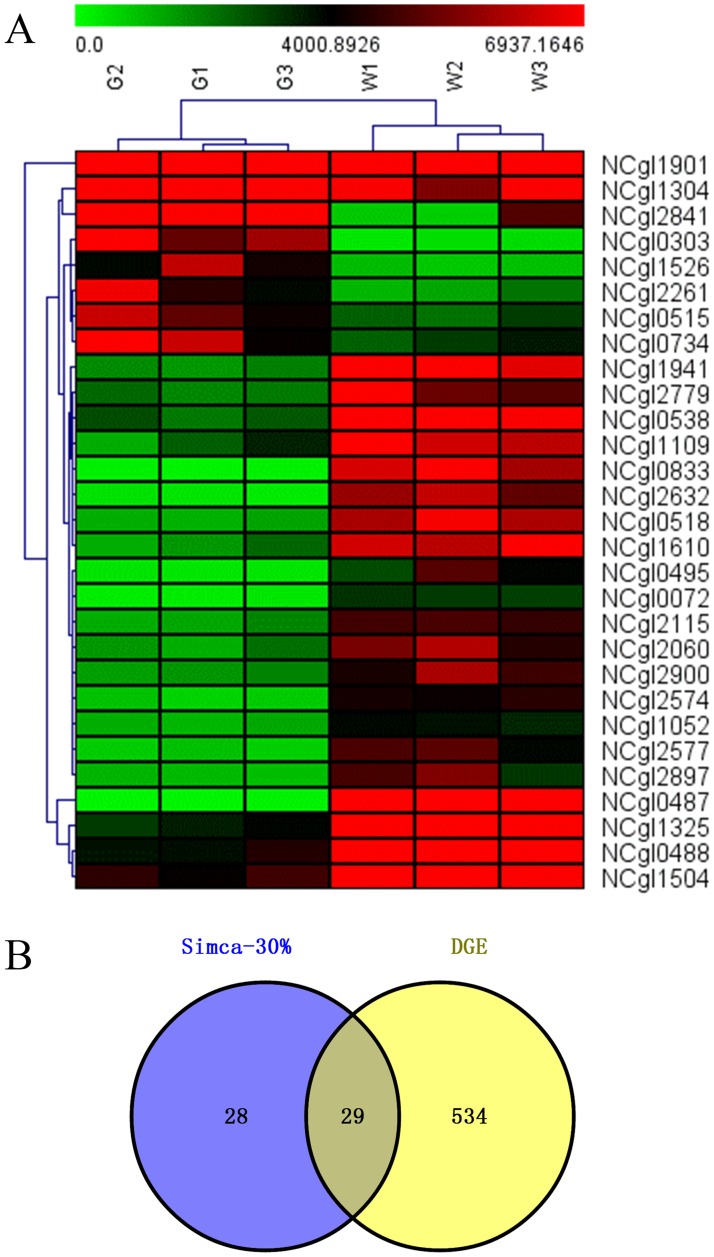
Heat map and Venn analysis of critical genes from MVDA and DEG. A: Heatmap of 29 genes from MVDA, G1, G2 and G3 mean three replicates of *C*. *glutamicum* EGFP; W1, W2 and W3 mean three replicates of *C*. *glutamicum* BZH 001; B: Venn analysis of MVDA and DEG.

### Analysis of the growth properties of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP

The expression of heterologous genes is usually a strong burden to the host cells, resulting in a decline in the biomass of bacteria. Fig 3 shows the comparison of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP concerning the aspects of biomass, cell dry weight (CDW) and sugar consumption (the EGFP expression level was shown in S2 Fig). Both strains grew fast in the initial fermentation stage. The biomass of *C*. *glutamicum* BZH 001 reached its maximum (OD_600nm_ = 46.44 at 18 h and then declined to 29.70 at 48 h), whereas the biomass of *C*. *glutamicum* EGFP reached its maximum at 24 h of 43.92 and fell to 31.47 at 48 h. It was obvious that the heterologous protein expression inhibited cell growth at the early stage because *C*. *glutamicum* EGFP grew poorly compared with *C*. *glutamicum* BZH 001, with a lower max-OD_600_ and longer time to reach the max biomass (Fig 3A). Therefore, it can be reasonably presumed that heterologous protein expression competed with the host-cell growth for the precursors of the engineered strain, resulting in a lower cell growth rate. Fig 3B shows the CDWs of different strains. The CDWs of *C*. *glutamicum* EGFP were lower than those of *C*. *glutamicum* BZH 001 and were kept stable in the middle to late stages. The CDWs of both strains arrived at the maximum at 28 h. We further analyzed the consumption of sugar and found that the sugar consumption rate of *C*. *glutamicum* EGFP was lower before 20 h; however, after 20 h, it was higher than that of *C*. *glutamicum* BZH 001 (Fig 3C). The results indicated that the expression of foreign proteins not only affected the cell growth but also increased glucose consumption to supply more energy for protein synthesis. 

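NCgl1858 had 1059, 922.2 and 1104 RPKM in the 3 replicates of C. glutamicum EGFP at 30% DO, with a mean of 1028 ± 94.7 RPKM (SD, n = 3). NCgl1305 had 512.3 ± 103.8 RPKM (SD, n = 3) and NCgl2553 had 199.4 ± 37.9 RPKM (SD, n = 3). The order NCgl1858, NCgl1305, NCgl2553 was the same in every library, and the least covered of these genes had 2334 reads. Together the 3 genes took 0.32 ± 0.04% of the counted reads (SD, n = 3). Rescaled to the unit of TPM, their means were 723.5, 359.6 and 140.2. From its fold changes against the wild-type strain, the paper concludes that the uptake and transfer of glucose increased.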

The NCgl1858 encoding phosphoenolpyruvate-protein kinase, which is a critical gene in the PTS system, was up-regulated by 2.98-fold, and NCgl1305 and NCgl2553 encoding the phosphotransferase system IIC component were up-regulated by 4.54 and 3.86-fold, respectively, both consistently showing the up absorption and transfer of glucose. Increased glucose consumption during the anaerobic condition generally has been considered to produce ATP, and a previous study also reported that increased TCA cycle flux and ATP production were shown in heterologous protein expression in *Pichia pastoris* [27].

**Fig 3:**
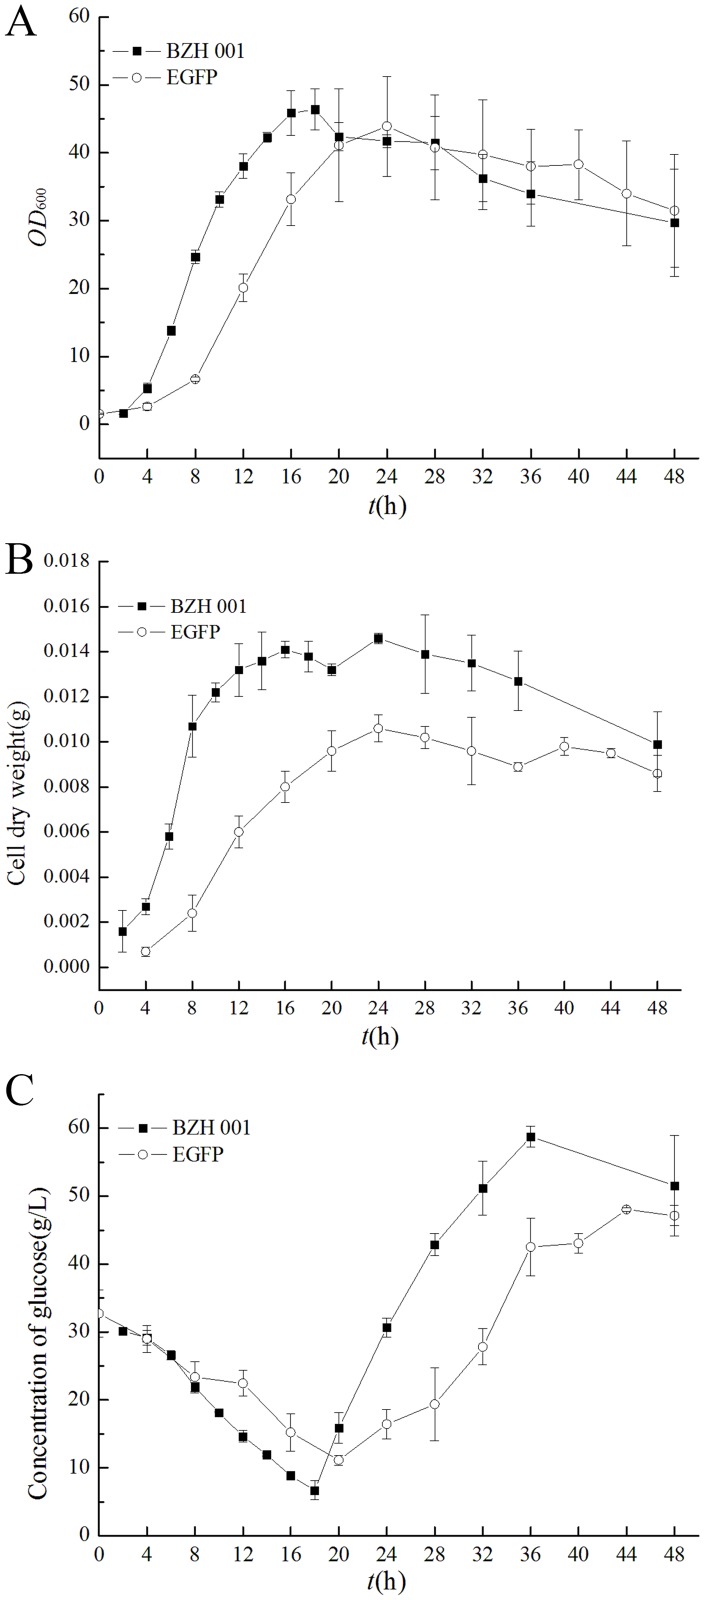
Biomass, CDW and sugar concentration of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP during 48 h of fermentation.

### Analysis of the concentrations of amino acids and organic acids of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP

Many studies have investigated the metabolic pathway for the production of heterologous proteins and/or biomass. The models to express different heterologous proteins were analyzed; these models strongly depended on the amino acid composition of the expressed protein, which has a profound effect on the number and identity of possible pathways for the production of these proteins [27, 28]. Vijayasankaran et al. found that the amino acid composition of heterologous proteins had a profound impact on the predicted elementary flux modes leading to high protein production in *Escherichia coli* [29]. Most of these studies were focused on metabolite drain from the central metabolism for each required amino acid and the energy requirements for the production of each peptide bond. However, we investigated the component of different amino acids and organic acids when EGFP was expressed in *C*. *glutamicum*. Table 1 shows the concentration of amino acids and organic acids of two strains at 48 h. Both the intracellular and extracellular contents of glutamic acid and alanine were higher than those of other amino acids. The extracellular glutamic acid content of both strains was higher than the intracellular production, reaching 2.93 and 3.46 g·L^-1^, respectively. Both the intracellular and extracellular content of glutamic acid of *C*. *glutamicum* EGFP were higher than those of *C*. *glutamicum* BZH 001. Moreover, the extracellular contents of Gly, Val and Met were detectable in *C*. *glutamicum* EGFP, whereas little was detectable in *C*. *glutamicum* BZH 001, which may be caused by the up-regulation of glycolysis and TCA shunting with EGFP expression. The lactic acid and acetic acid contents were greater in *C*. *glutamicum* EGFP than in *C*. *glutamicum* BZH 001, which is generally considered an imbalance between the glucose uptake and up-regulation of glycolysis and the limited activity of the TCA cycle [30]. Moreover, acetate has adverse effects on the synthesis of DNA, RNA, proteins, and recombinant protein could be affected by acetate even at concentrations as low as 0.5 g/L [28, 31]. 

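The 5 locus numbers of these glycolysis genes took 1.16 ± 0.29% of the counted reads in C. glutamicum EGFP at 30% DO (SD, n = 3). NCgl1526, which S4 Table lists as glyceraldehyde-3-phosphate dehydrogenase, had 6190 ± 1765 RPKM and NCgl2008, listed as pyruvate kinase in S5 Table, had 2268 ± 376.2 RPKM. NCgl1202 had 958.6 ± 602.8 RPKM, NCgl1525 had 611.6 ± 127.7 RPKM and NCgl2673 had 397.0 ± 86.8 RPKM. All 5 errors are SDs of 3 replicates. NCgl1202 differed most between replicates, with 1643, 725.4 and 507.1 RPKM in replicates 1, 2 and 3, a coefficient of variation of 62.9%, and could not be told apart from NCgl1525. Its mean was 616.3 RPKM when replicate 1 was left out.

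**Figure D2:**
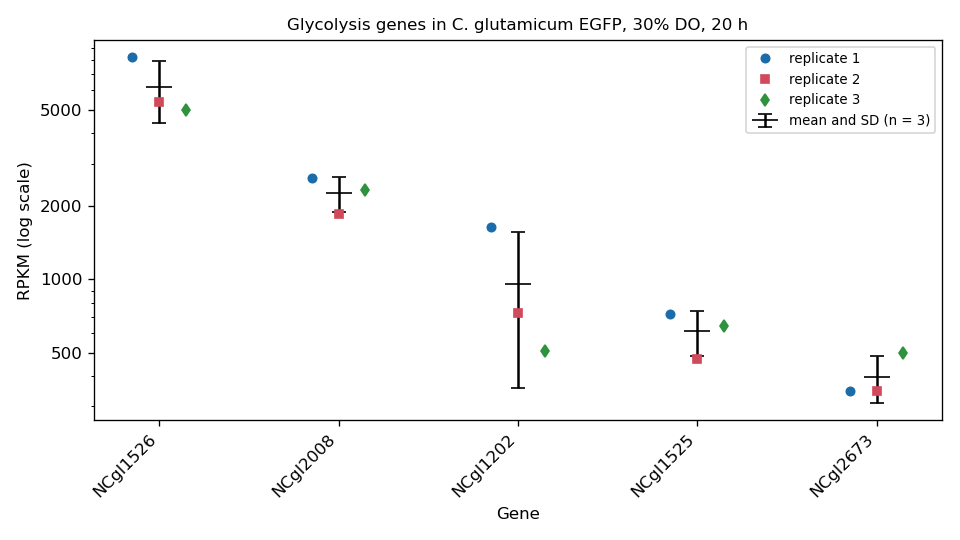
RPKM, on a log axis, of the 5 glycolysis genes in the 3 replicates of C. glutamicum EGFP at 30% DO. Symbols are the replicates and bars the mean and SD, and NCgl1526 lies above the other genes in every replicate, with a mean of 6190 RPKM.

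From the up-regulation of these genes against the wild-type strain, the paper concludes that glycolysis was up-regulated to gain sufficient ATP.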

Six genes involved in glycolysis (NCgl1202 encoding 6-phosphofructokinase, NCgl1526 encoding pyruvate kinase, NCgl2008 encoding glyceraldehyde-3-phosphate dehydrogenase and NCgl2673 encoding fructose-bisphosphate aldolase, NCgl1525 encoding phosphoglycerate kinase, NCgl2008 encoding pyruvate kinase) were up-regulated in *C*. *glutamicum* EGFP. 

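NCgl0355 (1410 bases) was weakly expressed in C. glutamicum EGFP at 30% DO, with 29.0, 40.5 and 36.1 RPKM in the 3 replicates, from 289, 369 and 273 reads, and a mean of 35.2 ± 5.8 RPKM (SD, n = 3). It ranked 2126 among the features. On the TPM scale the mean was 24.8 TPM. The paper takes its lower expression than in the wild-type strain as evidence that the TCA pathway was down-regulated.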

However, the gene NCgl0355 encoding dihydrolipoamide dehydrogenase was down-regulated in *C*. *glutamicum* EGFP, indicating that the TCA pathway was down-regulated, resulting in an anaerobic-like metabolite. To gain sufficient ATP, glycolysis was up-regulated, but the TCA cycle was down-regulated due to the lack of an electron acceptor [32]. The changed contents of amino acids and organic acids may be related to the amino acid composition of EGFP and the demand of ATP in *C*. *glutamicum* EGFP.

**Table 1:** Concentrations of amino acids and organic acids of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP at 48 h.

Name	Strains	Intracellular content (g·g^-1^)	Extracellular content (g·L^-1^)
Glu	BZH001	0.44±0.012	2.93±0.008
	EGFP	1.26±0.036	3.46±0.011
Ala	BZH001	1.08±0.021	1.70±0.017
	EGFP	0.09±0.007	1.35±0.013
Gly	BZH001	—	—
	EGFP	—	0.31±0.004
Ile	BZH001	—	—
	EGFP	0.08±0.003	—
Val	BZH001	—	—
	EGFP	—	0.76±0.014
Met	BZH001	—	—
	EGFP	—	1.15±0.021
Lac	BZH001	—	0.06±0.003
	EGFP	0.21±0.018	1.38±0.021
Ace	BZH001	—	0.41±0.17
	EGFP	0.32±0.016	1.76±0.012

Abbreviations: Glu: glutamic acid; Ala: Alanine; Gly: Glycine; Ile: Isoleucine; Val: Valine; Met: Methionine; Lac: Lactate; Ace: Acetate; BZH001: *C*. *glutamicum* BZH 001; EGFP: *C*. *glutamicum* EGFP

### Analysis of the enzyme activities of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP

Enzyme activity is one of the symbols reflecting the intensity of metabolic pathways. The regulation of enzymes directly affects the regulation of metabolic flux of the path, and it is the most basic metabolic regulation. We can indirectly assess the strength of the metabolic pathway by detecting enzyme activities. Enzyme activities were determined for selected carboxylating and decarboxylating reactions of the central metabolism of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP including the TCA cycle and glutamate synthesis. One of the most important anaplerotic reactions was catalyzed by pyruvate carboxylase. Fig 4A shows a little higher pyruvate carboxylase (PC) activity of *C*. *glutamicum* BZH001 than *C*. *glutamicum* EGFP at 20 h. However, after 20 h, the PC activity of *C*. *glutamicum* BZH001 grew more quickly than that of *C*. *glutamicum* EGFP, reaching 0.1 U·mg^-1^. NCgl0659 encoding PC was 2.17-fold higher than *C*. *glutamicum* EGFP from RNA-seq data. 

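In C. glutamicum EGFP at 30% DO, NCgl0659 (3423 bases) had 103.8, 66.3 and 142.3 RPKM in replicates 1, 2 and 3, with a mean of 104.1 ± 38.0 RPKM (SD, n = 3) from at least 1466 reads per library. The spread between replicates was large, and the mean lay between 85.1 and 123.1 RPKM when each replicate was left out in turn and at 72.9 TPM. Because the reaction consumes ATP, the paper reasons that PC activity had to be down-regulated with EGFP expression.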

PC catalyzes the pyruvate acid to oxaloacetic acid reaction, and its increased activity supplies more oxaloacetic acid for the TCA cycle at the logarithmic growth phase. However, this process could consume ATP; thus, it was necessary to down-regulate PC activity with EGFP expression. 

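NCgl1523 (2760 bases) had 79.5, 76.5 and 97.1 RPKM in the 3 replicates of C. glutamicum EGFP at 30% DO, with a mean of 84.4 ± 11.1 RPKM (SD, n = 3) from 1549, 1365 and 1439 reads. Its replicates overlapped those of NCgl0659, which had 104.1 ± 38.0 RPKM (SD, n = 3), so that the levels of the genes for the enzymes could not be distinguished. The mean of NCgl1523 was 59.3 TPM after rescaling. From its up-regulation the paper proposes another supply of oxaloacetic acid for the TCA cycle.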

However, the up-regulation of NCgl1523 (encoding phosphoenolpyruvate carboxylase) in *C*. *glutamicum* EGFP may be another way to supply oxaloacetic acid for the TCA cycle and improve the proportion of carbon flux through this anaplerotic reaction, reducing acetate accumulation and improving protein production [28].

**Fig 4:**
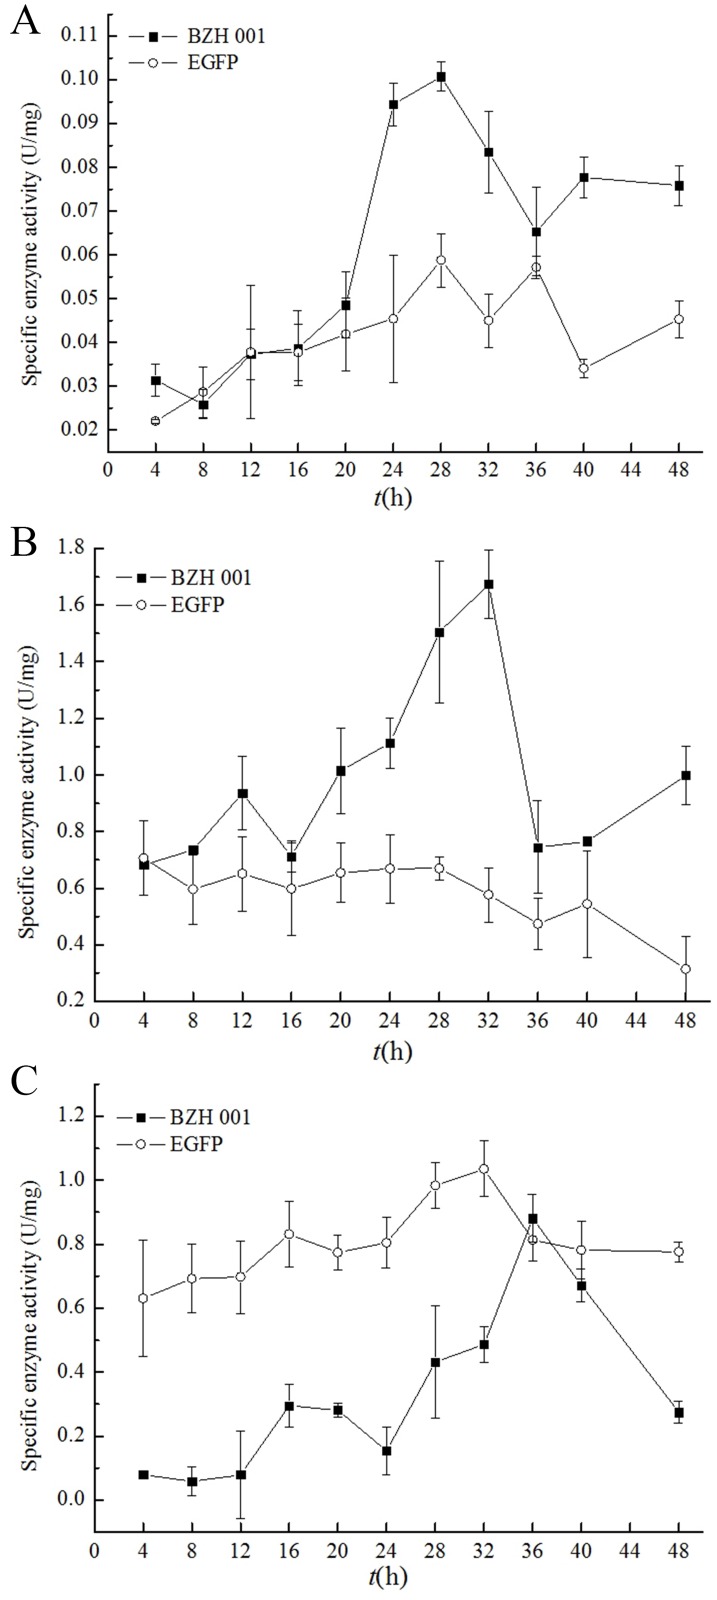
The comparison of specific enzyme activities between *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP. A: PC; B: ICDH; C: GDH.

Isocitrate dehydrogenase (ICDH) is also an important enzyme in the TCA cycle that catalyzes the generation of α-ketoglutarate from isocitrate and reduces NAD^+^ to NADH. As shown in Fig 4B and 4C, the activities of ICDH in *C*. *glutamicum* EGFP was lower than that in *C*. *glutamicum* BZH 001, indicating that the TCA cycle was weakened in *C*. *glutamicum* EGFP, a finding that was consistent with the result of the analysis of amino acids and organic acids. Glutamate dehydrogenase (GDH) catalyzes the conversion of α-ketoglutarate to Glu. We found that ICDH activity was lower but GDH enzyme activity was higher in *C*. *glutamicum* EGFP than in *C*. *glutamicum* BZH 001, a finding that was consistent with the content of Glu.

### Analysis of the intracellular energy metabolism of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP

As the most important energy source for metabolic pathways, ATP plays a vital role in cell growth and the production of the target products by affecting peptide folding, stress response, transportation, metabolic flux, and signal transduction [33–35]. A prior study had shown that approximately four ATP equivalents were required to form each polypeptide bond of GFP, and the amount of ATP needed from the intermediate metabolism to produce one unit of GFP was 333 [35]. Thus, the requirement of ATP is larger in *C*. *glutamicum* EGFP than in *C*. *glutamicum* BZH 001. 

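The gene atpC (NCgl1166) had 493.6 ± 95.7 RPKM (SD, n = 3) in C. glutamicum EGFP at 30% DO and NCgl1159 had 3350 ± 703.3 RPKM (SD, n = 3). Every replicate of NCgl1159 was above every replicate of atpC. Replicate 3 was the lowest for each of these genes, at 383.8 and 2601 RPKM, and in the unit of TPM the means were 349.0 and 2370. The paper's log2 fold changes against the wild-type strain are 1.49 for atpC and 1.01 for NCgl1159, beside real-time PCR values of 1.86 ± 0.09 and 1.91 ± 0.02 (S5 Table).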

In our transcriptome data, atpC, encoding the ATP synthase F0F1 subunit epsilon and NCgl1159, encoding the ATP synthase F0F1 subunit A, were up-regulated. As shown in Fig 5, the ATP content of *C*. *glutamicum* EGFP was higher than that of *C*. *glutamicum* BZH 001 during the entire fermentation process and increased rapidly since 8 h, and the ATP concentration of both strains was reduced quickly after reaching a peak. It could be explained that as a sufficient supply of ATP was essential for the normal metabolism of cells and recombinant protein expression, the metabolic flux was changed to supply sufficient ATP for metabolism and protein synthesis.

**Fig 5:**
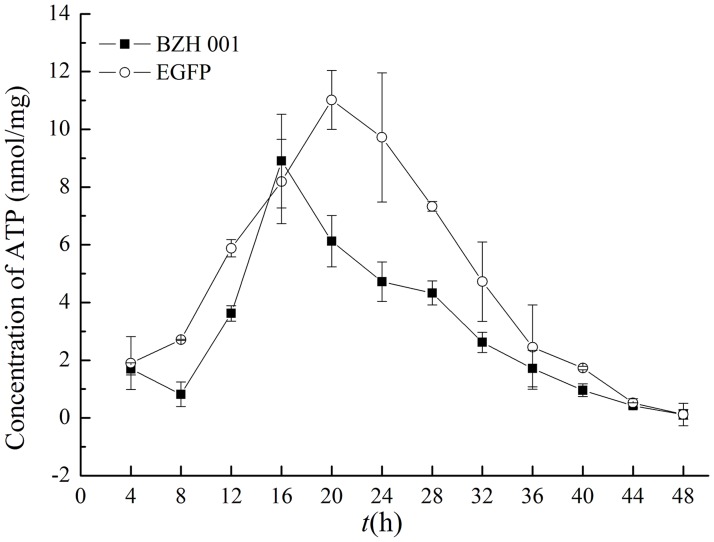
Changes in the ATP content per mg protein of *C*. *glutamicum* BZH 001 and *C*. *glutamicum* EGFP.

## Discussion

We cultivated the wild-type strain (*C*. *glutamicum* BZH001) and engineering strains (*C*. *glutamicum* EGFP) in a bioreactor to study the effect of EGFP expression on metabolism and identify the targets to improve the ability to express foreign proteins in *C*. *glutamicum*. Transcriptome analysis of the response of EGFP expression was carried out for 20 h, and DEG analysis was carried out through KEGG and GO enrichment. MVDA was also used to screen critical genes that play important roles in regulating EGFP expression, and then we detected the content of the intracellular and extracellular metabolites, including organic acids and amino acids, and the activities of the key enzymes in metabolic pathways. Furthermore, we detected the expression of key genes and ATP to study the changes in the material and energy metabolism in the fermentation process. Two effects of EGFP expression were found: 1. metabolism changes in EGFP expression; 2. the effect of EGFP expression on protein synthesis, secretion and expression regulation (Fig 6, S5 Table).

**Fig 6:**
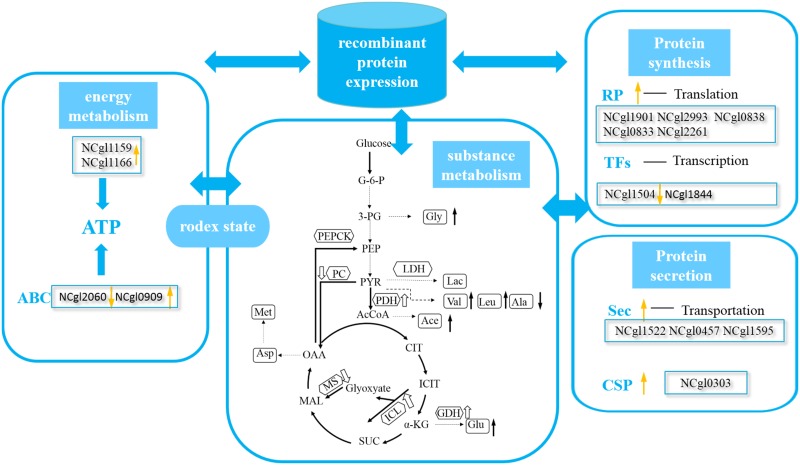
Metabolic shift of *C*. *glutamicum* EGFP under DO 30% concentration. The polygonal boxed enzymes and the hollow arrows indicate significantly up- or down-regulated enzyme activities, respectively. The square boxes represent the metabolites, and the solid arrows indicate the production of significantly up- or down-regulated metabolites, respectively. G-6-P: Glucose-6-Phosphate; 3-PG: 3-Phosphoglycerate; PEP: Phosphoenolpyruvate; PK: Pyruvate kinase; PYR: Pyruvate; LDH: Lactate dehydrogenase; Lac: Lactate; PDH: Pyruvate dehydrogenase; AcCoA: Acetyl-CoA; PC: Pyruvic carboxylase; PEPCK: Phosphoenolpyruvate carboxykinase; OAA: Oxalacetic acid; CIT: Citrate; ICIT: Isocitrate; ICDH: Isocitrate dehydrogenase; α-KG: α-ketoglutarate; GDH: Glutamate dehydrogenase; GLT: Glutamate; Suc: Succinate; MAL: Malate; ICL: Isocitrate lyase; MS: Malate synthase. ABC: ABC transporter system. RP: ribosomal protein. Sec: Sec pathway. CSP: cold shock protein. TFs: transcriptional factors.

### Metabolism changes for EGFP expression

We found that there was a metabolism change under EGFP expression similar to oxygen limitation (Fig 6). The cause may be that EGFP expression needs more ATP than the wild-type strain to satisfy the consumption of ATP—the metabolism changed to produce more ATP. First, the bacteria of *C*. *glutamicum* EGFP grew poorly compared with *C*. *glutamicum* BZH 001 under the 30% dissolved oxygen condition. The glycolysis pathway was up-regulated with glucose transfer and consumption increase, and more Gly, Lactate and acetate were accumulated under recombinant protein expression [36]; however, the acetate accumulation had adverse effects on EGFP production owning to acetate overflowing is a manifestation of imbalance between glucose uptake and the limited activity of the TCA cycle and respiratory chain, which finally affect the macromolecule synthesis and ATP production [30]. 

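NCgl2248 (1299 bases) had 255.4, 141.2 and 379.7 RPKM in replicates 1, 2 and 3 of C. glutamicum EGFP at 30% DO. Its mean was 258.8 ± 119.3 RPKM (SD, n = 3), the largest relative spread among the genes of S5 Table (a coefficient of variation of 46.1%). The mean fell to 198.3 RPKM without replicate 3, and in the unit of TPM it was 180.8. The paper's log2 fold change is 1.56 (S5 Table), and together with the isocitrate dehydrogenase activity the paper proposes from it that the glyoxylate cycle increased.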

Meanwhile, because of the up-regulation of NCgl2248 encoding isocitrate lyase by 2.95-fold and the ICDH was lower in *C*. *glutamicum* EGFP than in *C*. *glutamicum* BZH 001, the glyoxylate cycle maybe increased. Second, the accumulation of pyruvic acid further leads to the synthesis of more metabolites, including lactic acid, valine and ILe. Third, because more acetate produced leading to carbon overflow of TCA, the increase of phosphoenolpyruvate (PEP) carboxylase (PPC) activity activated the anaplerotic reactions to supply more oxalacetic acid for the TCA cycle. The increase in oxalacetic acid caused more consumption of acetyl-CoA, further leading to decreased acetate accumulation, increased ATP and improved heterologous protein production [37]. In addition, changes in the ATP content are closely related to redox, because of the regulation of each intracellular biological reaction process by intracellular energy levels and the influence of the energy and NADH synergy effect. In the metabolic process of *C*. *glutamicum*, substance metabolism is accompanied by ATP production and redox rebalance.

### Effect of EGFP expression on protein synthesis, secretion and expression regulation

Although the expression of heterologous proteins caused expression changes of many key genes involved in the metabolic and energy pathways of *C*. *glutamicum*, changes in some genes related to protein synthesis and transport should be considered. 

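NCgl2261 (264 bases) had 5907, 4937 and 8642 RPKM in the 3 replicates of C. glutamicum EGFP at 30% DO, with a mean of 6495 ± 1921 RPKM (SD, n = 3). The ribosomal protein genes that appear only in S5 Table were also expressed, NCgl2993 (rpmH) at 4989 ± 1172 RPKM (SD, n = 3) and NCgl0838 (rpmF) at 2350 ± 852.4 RPKM (SD, n = 3). For NCgl2261, leaving out replicate 3 gave 5422 RPKM, and the change of unit to TPM gave 4552. The paper's log2 fold changes of NCgl2261, NCgl2993 and NCgl0838 are 2.11, 1.74 and 3.07 (S5 Table).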

First, the genes related to ribosomal protein were mostly down-regulated; however, NCgl2261 encoding the 30S ribosomal protein S20 was up-regulated with EGFP expression. The cause may be that the down-regulation of ribosomal protein could save more ATP and substance. 

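Expression of the 3 sec genes in C. glutamicum EGFP at 30% DO was highest for NCgl1522 (SecG), with 1466, 2273 and 2901 RPKM in replicates 1, 2 and 3 and a mean of 2213 ± 719.7 RPKM (SD, n = 3). NCgl0457 (SecE) had 1186 ± 118.4 RPKM (SD, n = 3) and NCgl1595 (YajC) had 256.3 ± 64.7 RPKM (SD, n = 3). NCgl1522 exceeded NCgl0457, and NCgl0457 exceeded NCgl1595, in every library. The mean of NCgl1522 was 1555 in the unit of TPM. The 3 genes took 0.10 ± 0.02% of the counted reads (SD, n = 3). In S5 Table the paper's log2 fold changes are 3.06, 2.92 and 1.19, and the paper reports the 3 genes as up-regulated.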

Second, the three genes of the sec pathway for proteins transported across the membrane was up-regulated; especially, NCgl1522 encoding secG was up-regulated by 8.2-fold, and a previous study had shown that the overexpression of SecE and SecF could increase the extracellular amylase activity in *C*. *glutamicum* [38]. 

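NCgl0303 was covered by 9788, 9831 and 13173 reads in the 3 EGFP libraries at 30% DO. With every library rescaled to TPM its mean was 6141, beside 8760 RPKM as deposited. The paper's log2 fold change is 4.23 by RNA-seq and 3.13 ± 0.05 by real-time PCR (S5 Table), and from it the paper proposes a role in the secretion of recombinant protein.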

Additionally, NCgl0303 encoding a cold shock protein belonging to the CspA family was up-regulated by 18.8-fold and may play an important role in the secretion of recombinant protein. A previous study showed that the absence of another protein of the CspA family—CspB—could increase the recombinant Fab secretion from *C*. *glutamicum*. Two genes are related to ABC transporter ATPase—NCgl0909 and NCgl2060. 

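These ABC transporter ATPase genes were expressed at similar levels in C. glutamicum EGFP at 30% DO. NCgl0909 had 2783 ± 558.5 RPKM (SD, n = 3) and NCgl2060 had 2196 ± 614.9 RPKM (SD, n = 3), and their replicates overlapped. The other gene with this annotation in S5 Table, NCgl1937, had 12.5 ± 2.0 RPKM (SD, n = 3), far below both. On the TPM scale NCgl0909 and NCgl2060 had 1956 and 1552 TPM. The paper's log2 fold changes are 4.93 for NCgl0909, -1.25 for NCgl2060 and -1.93 for NCgl1937.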

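NCgl0909 was covered by 20627, 12756 and 15003 reads in replicates 1, 2 and 3 at 30% DO, and ranked 95 among the features by its mean of 2783 ± 558.5 RPKM (SD, n = 3). A median-ratio scaling of the libraries gave a mean of 2688, and the change of unit to TPM gave 1956. The paper's real-time PCR value is 6.21 ± 0.31 (S5 Table).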

The 31.2-fold up-regulation of NCgl0909 not only affected the activity of the ABC transporter system but also the concentration of ATP; thus, further investigation of this protein is warranted to improve the ATP levels. Third, Transcriptional regulation factor is another factor that impacts recombinant protein expression [39,40]. 

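NCgl1504 (687 bases) had 5430, 6113 and 5835 RPKM in the 3 replicates of C. glutamicum EGFP at 30% DO, with a mean of 5793 ± 343.8 RPKM (SD, n = 3), rank 47 among the features. The mean was 4083 TPM after rescaling each library. The PTS genes of the paper were expressed at lower levels in the same libraries, with 1028 RPKM for NCgl1858, 512.3 RPKM for NCgl1305 and 199.4 RPKM for NCgl2553. The paper's log2 fold change of NCgl1504 is -1.22 (S4 Table).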

NCgl1504 is a DeoR family transcriptional regulator; the DeoR-type transcriptional regulator SugR acting as a repressor for genes of the PTS system in *C*. *glutamicum* was investigated [41], showing that DeoR family genes could impact the recombinant protein expression when some genes of the PTS system are repressed. NCgl1844 encodes RNA polymerase sigma factor SigB, whose disruption can increase the secretion of GFP and α-amylase by 3- to 5-fold compared with that in the wild type strain of *C*. *glutamicum* [42]. However, in our transcription data, NCgl1844 showed slight up-regulation. 

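NCgl1844 (996 bases) was among the most highly expressed genes of C. glutamicum EGFP at 30% DO, with rank 36. Its 3 replicates had 7793, 7442 and 6496 RPKM, with a mean of 7244 ± 670.8 RPKM (SD, n = 3) from at least 34747 reads per library. Over the replicates left out in turn the mean stayed between 6969 and 7617 RPKM, and on the TPM scale it was 5111.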

We can down-regulate its expression in a further study for protein expression.

The above results illustrated the influence of heterologous protein expression on metabolism, and many differentially expressed genes related to the metabolic flow changes were found, laying the foundation to identify genomic loci to change the flow of the host cell metabolism. Therefore, research concerning metabolism and the transcriptome regulation of heterologous protein expression in *C*. *glutamicum* has high academic value and broad application prospects.

## Supporting information

S1 Fig The physical map of PXMJ19-EGFP. (PNG) Click here for additional data file.

S2 Fig The EGFP expression level of *C*. *glutamicum* EGFP in the fermentor. (JPG) Click here for additional data file.

S1 Table The specific primer used by real-time PCR. (DOCX) Click here for additional data file.

S2 Table The correlation values and average CV among biological replicates. 

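The table gives, for each strain, a correlation value of the biological replicates and the average CV in percent. It states neither their scale nor the genes used. The CV calculated here is the SD relative to the mean. From the deposited EGFP files at 30% DO, the mean correlation was 0.9939 on log2(RPKM + 1) and 0.9895 as Spearman's coefficient. The average CV was 16.7% of the RPKM and its median over genes was 14.0%. Restricted to features with a mean of at least 100 RPKM, the average was 16.30%.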

(DOC) Click here for additional data file.

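For each library the table counts the sequencing reads, the reads that aligned to the reference genome, and the reads that aligned to a single position. The paper's numbers of mapped reads for C. glutamicum EGFP are 22384649, 19840518 and 16518720 for replicates 1, 2 and 3. The deposited gene counts of these replicates summed to 7058635, 6462028 and 5370336. The most abundant feature in each of them, NcG10s02 (396 bases), held 3.56%, 2.50% and 2.96% of the counts.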

S3 Table Statistics of alignment analysis. (DOCX) Click here for additional data file.

S4 Table Common critical genes from MVDA and DEG analysis of *C*. *glutamicum* EGFP compared with *C*. *glutamicum* BZH 001. 

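The table gives the products and the log2 fold changes of the 29 genes found by both MVDA and the DEG analysis. In the deposited EGFP libraries at 30% DO the genes with the highest means were NCgl2841 with 16878 ± 6733 RPKM (SD, n = 3) and NCgl1304 with 12693 ± 2233 RPKM (SD, n = 3). Those with the lowest means were NCgl0833 with 262.5 ± 29.7 RPKM (SD, n = 3) and NCgl0072 with 400.3 ± 64.9 RPKM (SD, n = 3). A positive log2 fold change in the table means higher expression in C. glutamicum EGFP than in C. glutamicum BZH 001.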

(DOCX) Click here for additional data file.

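This supplement lists the log2 fold change by RNA-seq of 16 genes and, for some of them, real-time PCR values, given as -ΔΔCt with the 16S RNA gene as the internal control. In the deposited EGFP libraries at 30% DO the 16 genes took 1.78 ± 0.18% of the counted reads (SD, n = 3). Their means ran from 12.5 ± 2.0 RPKM for NCgl1937, the least covered with 38 reads in replicate 3, to 8760 ± 2846 RPKM for NCgl0303, and the median was 2241 RPKM. NCgl2632, listed there as similar to acetyl-CoA acetyltransferases and in S4 Table as a hypothetical protein, had 2348 ± 647.1 RPKM (SD, n = 3).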

S5 Table Gene expression level of *C*. *glutamicum* EGFP compared to *C*. *glutamicum* BZH 001. (DOCX) Click here for additional data file.

# Supplementary material for: Transcriptome analysis of Corynebacterium glutamicum in the process of recombinant protein expression in bioreactors
**Source:** PLoS One. 2017 Apr 3;12(4):e0174824. doi: 10.1371/journal.pone.0174824
**Supplement:** S1 Table

Table S1 The specific primer used by Real-time PCR

| **Gene symbol** | **Sequence(5’→ 3’)** |
| --- | --- |
| *16sRNA* | GTAGGGTGCGAGCGTTGTCC  CGCCATTGGTGTTCCTCCTG |
| NCgl2993 | ATGGCAAAGGGCAAGCG  GACGACGAGCCGCAACAA |
| NCgl0833 | TGCTGGCACTGGTTACACCTA  TACGGACTACTGGATCGTACTTCAT |
| NCgl2261 | ACCGAGATCCGCAAGTTCAA  GGAAGACACCCTTGGTTACTGC |
| NCgl1522 | CTATCGGGCTCCACTGTTGT  GACGCGATCCAGGTTC |
| NCgl0457 | ATGAGGCTAAGCAGGTATCTACAC  TTACGGACTTCTCCCACAAC |
| NCgl1595 | ACAGCACGCAACGGTCATTTC  TTCATTGGCCTTGGACAGCAC |
| NCgl0909 | ATGATGCTGACCACCCACTACCTG  CACGAAACTGATGATCGACTTCTC |
| NCgl0303 | CACAGGGCACTGTTAAGTGGTTC  GTCGGAAGGAGCGATGAAGC |
| NCgl2008 | GTCCCAGACCTGACCCACATC  GCAGAGTAGGAAATAACGCCAC |
| NCgl1858 | GGCTGCGGTCTACTCAAAGG  ATGCGAATGGAACTGGCTTG |
| NCgl2248 | AAGGTGACGGATACATCAACGC  GCCAACCGGACAGGTAGACAG |
| NCgl2632 | AGTTCCGCCGCGAGCAGACTC  TGGTGCGTAGGTGTTGGTGA |
| NCgl1166 | GAACGGTGTCGTGACCATCCAG  GTATCAACCTCATTCGCCCAGAC |
| NCgl1159 | GGAAAGAAGGAAGGTCGTCG  TAACCAGCTACCGCCATCAC |

# Supplementary material for: Transcriptome analysis of Corynebacterium glutamicum in the process of recombinant protein expression in bioreactors
**Source:** PLoS One. 2017 Apr 3;12(4):e0174824. doi: 10.1371/journal.pone.0174824
**Supplement:** S2 Table

Table S2 The correlation values and average CV among biological replicates

| Strian | DO concentration | | Correlation value | | CV(%) |
| --- | --- | --- | --- | --- | --- |
| *C. glutamicum* BZH 001  *C. glutamicum* EGFP | 30% OD | 0.95 | | 1.22 | |
| 30% OD | 0.99 | | 0.93 | |

# Supplementary material for: Transcriptome analysis of Corynebacterium glutamicum in the process of recombinant protein expression in bioreactors
**Source:** PLoS One. 2017 Apr 3;12(4):e0174824. doi: 10.1371/journal.pone.0174824
**Supplement:** S3 Table

Table S3 Statistics of alignment analysis

| Strains | Sample | Total reads number | Total Mapped Reads number and percentage | Unique match reads number and percentage |
| --- | --- | --- | --- | --- |
| *C. glutamicum* BZH001 | 30%DO-1 | 26119252 | 22685543, 86.85% | 22626494, 86.63% |
|  | 30%DO-2 | 27005014 | 23655428, 87.60% | 23583157, 87.33% |
|  | 30%DO-3 | 26616006 | 22921686, 86.12% | 22820106, 85.74% |
| *C. glutamicum* EGFP | 30%DO-1 | 25572552 | 22384649, 87.53% | 22017561, 86.1% |
|  | 30%DO-2 | 22381872 | 19840518, 88.65% | 19644606, 87.77% |
|  | 30%DO-3 | 19321622 | 16518720, 85.49% | 16366182, 84.7% |

30%-OD-1, 2, 3, three biological repeats of samples of strain. Total reads number, total number of sequencing reads; Total Mapped Reads number and percentage, the reads that can aligned to reference sequence and it's percentage; Unique match reads number and percentage, total mapped reads aligned to only one position and its percentage.

# Supplementary material for: Transcriptome analysis of Corynebacterium glutamicum in the process of recombinant protein expression in bioreactors
**Source:** PLoS One. 2017 Apr 3;12(4):e0174824. doi: 10.1371/journal.pone.0174824
**Supplement:** S4 Table

| Gene ID | Product | Log_2_foldchang |
| --- | --- | --- |
| NCgl1304 | 30S ribosomal protein S1; | 1.020194 |
| NCgl0538 | 30S ribosomal protein S11; | -1.11751 |
| NCgl1901 | 30S ribosomal protein S15; | -1.64593 |
| NCgl2261 | 30S ribosomal protein S20; | 2.106109 |
| NCgl0518 | 30S ribosomal protein S5; | -1.88007 |
| NCgl0515 | 30S ribosomal protein S8; | 1.41533 |
| NCgl0495 | 50S ribosomal protein L29; | -2.90823 |
| NCgl0487 | 50S ribosomal protein L3; | -6.57734 |
| NCgl0833 | 50S ribosomal protein L33; | -4.59583 |
| NCgl1325 | 50S ribosomal protein L35; | -1.69695 |
| NCgl0488 | 50S ribosomal protein L4; | -1.26862 |
| NCgl2841 | hypothetical protein; | 3.060345 |
| NCgl1941 | hypothetical protein; | -1.80811 |
| NCgl2632 | hypothetical protein; | -3.47711 |
| NCgl1610 | hypothetical protein; | -1.2413 |
| NCgl2577 | hypothetical protein; | -2.08293 |
| NCgl2574 | hypothetical protein; | -2.00998 |
| NCgl2900 | hypothetical protein; | -1.16061 |
| NCgl0072 | hypothetical protein; | -2.92537 |
| NCgl0734 | hypothetical protein; | 1.392431 |
| NCgl1052 | hypothetical protein; | -1.16465 |
| NCgl2897 | starvation-inducible DNA-binding protein; | -1.68286 |
| NCgl1504 | transcriptional regulator; | -1.22249 |
| NCgl2060 | ABC transporter ATPase; | -1.24725 |
| NCgl0303 | cold shock protein; | 4.233818 |
| NCgl2115 | cytochrome C oxidase subunit II; | -1.24784 |
| NCgl2779 | esterase; | -1.064 |
| NCgl1526 | glyceraldehyde-3-phosphate dehydrogenase; | 2.704887 |
| NCgl1109 | helicase; | -1.1174 |

Table S4 Common critical genes from MVDA and DEG analysis of *C. glutamicum* EGFP compared with *C. glutamicum* BZH 001

# Supplementary material for: Transcriptome analysis of Corynebacterium glutamicum in the process of recombinant protein expression in bioreactors
**Source:** PLoS One. 2017 Apr 3;12(4):e0174824. doi: 10.1371/journal.pone.0174824
**Supplement:** S5 Table

Table S5 Gene expression level of *C. glutamicum* EGFP compared to *C. glutamicum* BZH 001

| Gene Function | Gene ID | Name | Product | Log_2_FoldChange (E / WT) | RT-PCR(-ΔΔCt) |
| --- | --- | --- | --- | --- | --- |
| Protein synthesis/ transport | NCgl2993 | *rpmH* | 50S ribosomal protein L34 | 1.74 | 2.63±0.2 |
|  | NCgl0838 | *rpmF* | 50S ribosomal protein L32 | 3.07 | - |
|  | NCgl0833 | *rpmG* | 50S ribosomal protein L33 | -4.60 | -3.0±0.32 |
|  | NCgl2261 | *rpsT* | 30S ribosomal protein S20 | 2.11 | - |
|  | NCgl1522 | *SecG* | preprotein translocase subunit | 3.06 | 4.14±0.15 |
|  | NCgl0457 | *SecE* | preprotein translocase subunit | 2.92 | 3.37±0.03 |
|  | NCgl1595 | *YajC* | preprotein translocase subunit | 1.19 | - |
|  | NCgl0909 | - | ABC transporter ATPase | 4.93 | 6.21±0.31 |
|  | NCgl1937 | - | ABC transporter ATPase | -1.93 | -2.9±0.11 |
| Cold shock protein | NCgl0303 | *-* | cold shock protein | 4.23 | 3.13±0.05 |
| Carbon metabolism | NCgl2008 | *-* | pyruvate kinase | 1.62 | 2.97±0.15 |
|  | NCgl1858 | - | Phosphoenolpyruvate-protein kinase | 1.57 | ± |
|  | NCgl2248 | - | isocitrate lyase | 1.56 | - |
|  | NCgl2632 | - | similar to acetyl-CoA acetyltransferases | -3.48 | -4.0±0.27 |
| Energy metabolism | NCgl1166 | *atpC* | ATP synthase F0F1 subunit epsilon | 1.49 | 1.86±0.09 |
|  | NCgl1159 | *-* | ATP synthase F0F1 subunit A | 1.01 | 1.91±0.02 |

How the deposited data were processed for this re-analysis (not part of the article)

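Transcripts of C. glutamicum EGFP were measured by RNA-seq in 9 fermenter samples taken at 20 h, 3 replicates each at 0%, 30% and 50% DO. The condition and replicate of each sample were taken from the submitters' labels, and the strain from the series title, the growth protocol and S3 Table. The 3 samples at 30% DO are the EGFP samples of the paper. The samples at 0% and 50% DO belong to no claim of the paper. Apart from their read totals and the comparison of their replicates, they are described only in the closing section. Libraries of C. glutamicum BZH 001 are not in the files analysed here, so that no fold change against the wild-type strain, no number of DEGs, no enrichment and no MVDA was recalculated, and the fold changes printed are the paper's.

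The authors aligned the clean reads to the C. glutamicum ATCC13032 genome with SOAPaligner/SOAP2 and deposited, for each sample, the count of reads on each of 3157 features. The RPKM values were calculated by the authors from these counts, and they equal the count divided by the gene length and by the total count of the same file, times a constant. The deposited files also hold the gene length in bases. The counting tool, its treatment of reads that fit more than 1 feature and the strandedness were not found in the paper or its supplements.

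The total count per sample was between 5271824 and 7316281 reads. The depth of a gene is given as its reads per library, and 3 reads were taken as the smallest detectable count. Replicates of each condition were compared before averaging. None were identical, and the smallest chi-square statistic per degree of freedom over genes was 8.8, for replicates 1 and 2 at 50% DO, so that all were kept as separate replicates. These samples share a letter in their description codes (J), as do replicates 2 and 3 at 0% DO (H), with 14.1. Pairs of different letters within a level gave between 42.0 and 101.5. Replicates of the same letter were thus more alike, which the main fit without a covariate does not take into account.

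At the paper's claims, the mean and SD of the deposited RPKM over the 3 replicates at 30% DO were calculated with pandas 2.3.3 and numpy 2.4.6. The DO levels were compared on the counts with the quasi-likelihood test of edgeR 4.0.16, with TMM normalization, all 9 samples in a single fit and no covariate, over the 2588 features with at least 1 RPKM in at least 3 samples. P-values were adjusted by the method of Benjamini and Hochberg. A gene was counted as changed with an adjusted p-value below 0.05 and an absolute log2 change of at least 1, the thresholds of the paper. Across the 3 DO levels, a gene was counted as differing by the adjusted p-value alone, without a limit on the log2 change. The standard error of a log2 change was taken as its size divided by the square root of the F statistic. The design written before the files arrived had assumed that only RPKM were available and named limma on log2(RPKM + 1). Because the files hold counts, edgeR became the main test and that limma fit (limma 3.58.1) an alternative. Genes listed together in the paper were averaged per sample on log2(RPKM + 1) and compared with exact permutation tests, in which 3 samples against 3 cannot give a p below 0.1. Correlations across genes and gene lengths were tested with 100000 permutations, with numpy and scipy 1.17.1.

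Alternatives were DESeq2 1.42.0, library size without TMM, median-ratio scaling, quantile normalization, a pseudocount of 0.1 in place of 1, no filter or a filter of 10 RPKM in every sample, the replicate number as a block, the code letter of the sample description as a block, a fit with only the compared groups, and leaving out each replicate. The pseudocount, quantile, trend and code-letter alternatives exist only for limma and were run with it. DESeq2, the limma fit and library size without TMM were added after the files arrived. The edgeR and limma steps were tested on simulated counts for the real genes with 200 changed genes, of which edgeR recovered 99.5% and called 0 unchanged genes. The simulated samples were independent, with the same spread for every gene and all changes well past the threshold. The test thus checks the steps and does not give the recovery in these data, where the spread differs between genes and replicates of a letter are alike. R 4.3.3, Python 3.11.15 and matplotlib 3.10.9 were used.

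The genes named at claims are all those the paper names by an NCgl number. For the DO comparisons they are the 5 largest rises and the 5 largest falls from 50% to 0% DO among changed genes with complete separation of the replicates, and the genes of the paper that passed the threshold. The reference genome that the paper names was not among the files analysed here, so that coordinates and GC content were not analysed.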

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

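The comparisons of DO levels use samples at 0% and 50% DO that the paper does not report on. At 0% against 30% DO, 197 genes were changed, 48 higher and 149 lower at 0% DO (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 0% against 50% DO, 163 genes were changed, 38 higher and 125 lower at 0% DO. The excess of lower genes depended on the fit, with 82 higher and 88 lower in limma with the code letter as a block. Across the 3 DO levels, 768 of the 2588 genes tested differed by the adjusted p-value alone. That count has no limit on the log2 change and is not comparable with those of the pairs. At 50% against 30% DO no gene was changed in the main fit. Of the 10 splits of the 6 samples at 0% and 30% DO, 1 gave as many genes, the real split, and the same held for 1 of the 10 splits at 0% and 50% DO, where no other split gave any gene. A share below 0.1 is not possible with 3 samples against 3. For 50% against 30% DO, all 10 of the 10 splits gave as many genes, since the real split gave 0. Among 100 splits of the 9 samples drawn out of all, 1 gave as many genes differing among the 3 levels, the real split, and the next largest gave 483.

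Technical explanations were weighed for these differences. With every sample thinned to the smallest total of 5271824 reads, 162 genes were changed at 0% against 50% DO. Without the 10 genes with the most counts the number was 163. The log2 change was nearly unrelated to gene length across genes (Spearman rho -0.033). The samples' description codes hold a letter whose meaning is not stated, and it was treated as a possible batch. At 0% against 30% DO, 203 genes were called from the samples outside letter G, and 99.5% of them moved the same way within letter G, between replicate 1 at 0% DO and replicate 1 at 30% DO. At 50% against 30% DO, 16 genes were called outside letter K and 81.2% of them moved the same way within letter K. No letter (0 letters) holds samples of both 0% and 50% DO, so that no pair within a letter could test this comparison. Letters G and K link these levels only through 30% DO. With the code letter as a block, limma called 170 genes at 0% against 50% DO, against 137 without it, so that the number did not fall. Some single genes were weaker with the block, so that a part of the letter in the differences is not excluded. The predictions for the code letter at 0% against 50% DO and for the pairing of replicate numbers were written after related values had been seen, and those for the splits, library size, abundant genes, gene length and the other code-letter tests before. Samples with the same replicate number did not deviate together beyond chance. The mean correlation of their deviations from the group means was 0.061, against -0.030 for samples with different numbers, a difference of 0.092 (exact permutation p = 0.167, 36 arrangements). The pairs that also share a letter had higher correlations, 0.242 for letter G and 0.173 for letter K. Each of these values rests on a single pair, so that a shared effect of the letter is neither shown nor excluded. With the replicate number as a block, a pairing taken from the labels, 192 genes were changed at 0% against 30% DO, 157 at 0% against 50% DO and 10 at 50% against 30% DO, and 869 differed among the 3 levels. The GC content was not tested, because the files give no sequence. The DO level therefore remains only a candidate explanation of the difference between 0% and the other levels.

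NcG10s02, a feature of 396 bases without a name in the paper, had the highest expression at 30% DO, with 75918.5 ± 13344.3 RPKM (SD, n = 3). It was the feature with the most counts in every sample except replicate 2 at 50% DO, and held between 2.37% and 3.56% of the counts where it led. The files list 80 RNA features of this series and a further 79 RNA rows. For 79 of the 80 a row of the same length exists in the second list, and those 79 had 0 reads in all 9 samples, as did all 79 rows of the second list. NcG10s02 is the 1 feature without such a row. The counts are consistent with a counting step that dropped reads lying on features listed more than once, a prediction written after the rows had been seen. Under that hypothesis NcG10s02 may stand out because its reads alone were kept. No biological explanation was tested.

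Novel_3, a feature of 34 bases that the paper does not report, had 22541.4 ± 1177.9 RPKM at 30% DO (SD, n = 3), rank 3 among all features. It was covered by 5369, 5228 and 3918 reads in the 3 replicates, so that the value rests on few bases and many reads. At 0% and 50% DO it had 26100.6 ± 1469.7 and 23763.3 ± 2085.9 RPKM. Reads from neighbouring transcripts were not tested, since the files give no coordinates, and no biological explanation was tested.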

How the results depend on the processing

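The numbers of changed genes at 0% against 30% DO and at 0% against 50% DO stayed within 1.5 times the main number under every alternative. Their direction was less stable. At 0% against 50% DO the main fit gave 38 higher and 125 lower and limma 43 and 94. With the code-letter block limma gave 82 higher and 88 lower. Leaving out each sample gave from 175 to 239 genes at 0% against 30% DO and from 144 to 180 genes at 0% against 50% DO. With the replicate number as a block the numbers were 192 at 0% against 30% DO, 157 at 0% against 50% DO, 10 at 50% against 30% DO and 869 across the 3 levels. With DESeq2 they were 199, 159, 37 and 1010. The glycolysis, PTS and sec gene averages kept their direction throughout, but the sec average fell from 0.476 to 0.129 against 30% DO. Their exact p values cannot lie below 0.1, so that none could pass the threshold. The correlation of the paper log2 fold change against the 0% to 50% DO change across genes stayed negative and short of the threshold throughout, with -0.244 (permutation p = 0.124) for 0% against 30% DO. The 30% DO samples enter both sides of that last value, which by itself favours a negative correlation. The replicate block left the averages of the gene sets at -1.504, 0.137, -0.946, 0.476 and 0.086 for glycolysis, ribosomal protein, PTS, sec and ATP synthase genes, which a paired difference fixes in advance, with exact sign-flip p values of 0.25, 0.25, 0.25, 0.25 and 0.75. The smallest p that 3 pairs allow is 0.25. Every pair of same-numbered samples therefore moved the same way in each set except the ATP synthase genes.

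The number at 50% against 30% DO was 0 in the main fit and depended on the processing. It was 12 with limma on log2(RPKM + 1), 12 with a pseudocount of 0.1, 1 with quantile normalization, 65 with the code-letter block, 37 with DESeq2 and 9 with library size in place of TMM. Leaving out each sample gave from 0 to 53 genes. The number across the 3 levels rose to 1207 with the code-letter block in limma, which takes correlated samples of a letter into account, and ranged from 441 to 884 when each sample was left out. limma on log2(RPKM + 1), DESeq2 and library size without TMM were chosen after seeing that the files hold counts, and the other alternatives before the files arrived.

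For the same samples, the replicate correlation at 30% DO was 0.9743 without the logarithm, where the most abundant features dominate, 0.9959 with a pseudocount of 0.1, 0.9828 over features with a mean of at least 1 RPKM, which leaves out the features without reads, and 0.9895 as Spearman's coefficient. It ranged from 0.9924 to 0.9956 with a replicate left out. The average CV at 30% DO was 3.83% on the log2 scale, which shortens the differences between replicates, and 14.03% as the median over genes, and ranged from 13.72% to 16.46% with a replicate left out. The log2 ratio of rplC against its neighbours at 30% DO fell from 2.671 to 1.269 with their mean, which NCgl0486 dominates at 19354 RPKM, and to 0.987 against NCgl0488 alone.

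The log2 change of the ribosomal protein genes 0% against 50% DO reversed from 0.137 to -0.046 with quantile normalization, and the ATP synthase genes from 0.086 to -0.003 without replicate 3 at 50% DO, within a range of -0.003 to 0.183 over the samples left out. Quantile normalization removes shifts that many genes share, and the ATP synthase average rests on 2 genes. The difference in median length of the genes in S4 and S5 Tables went from -240 to -156 bases without the ribosomal protein genes, which are short, and was then no longer past the threshold (permutation p = 0.208).

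For single genes, 20 rows of log2 changes were weaker. The 820 rows counted as the same kept their direction but not always their size. For example, NCgl1202 at 0% against 30% DO went from -1.8 to -1.21 without replicate 1 at 30% DO. Of the mean RPKM, 43 rows moved by more than the replicate SD, 42 of them with the rescaling to TPM and 1 with median-ratio scaling. The rescaling is a change of unit that lowers every mean, so that these 42 rows do not show fragile values. The depth limits NCgl2837 and NCgl2845, whose counts at 30% DO lie below 3 reads.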

Differences from the paper's values

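The average CV of the EGFP replicates at 30% DO was 16.7% here and 0.93% in the paper (S2 Table). The paper does not state the scale or the genes behind its S2 Table values, so that the measures may not be alike. None of the alternatives set before the files arrived closed the gap. The closest was the log2(RPKM + 1) scale with 3.83%. The mean replicate correlation was 0.9939 here and 0.99 in the paper (S2 Table), a difference larger than the SD of the 3 pairs, 0.0016, although the value rounds to the paper's. Of the alternatives set before the files arrived, Spearman's coefficient of 0.9895 lay within that SD of the paper's value, and the others, from 0.9743 to 0.9959, did not.

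The heat map in Fig 2A gives RPKM of the EGFP replicates on a colour scale. The colours were measured against the colour bar and rounded, and dim cells are uncertain. For 24 of its genes the EGFP colours lie below the end of the scale, and 4 of these differed from the deposited files by more than the replicate SD and more than 1.5 times. The other 20 did not agree exactly, since all 24 values lay below the deposited RPKM. Those of the 20 genes were between 0.76 and 0.88 times the RPKM here (median 0.78), a nearly common factor. With the rescaling to TPM they lay above it, at between 1.08 and 1.25 times (median 1.11). NCgl0487 had 10129.1 RPKM here and about 190 in the paper's Fig 2A, read from its colours. For NCgl2632 the mean was 2348.2 RPKM here and about 400 in Fig 2A, read from its colours. NCgl0518 had 4536.6 RPKM here and about 1300 in Fig 2A, read from its colours. For these 3 genes none of the alternatives set before the files arrived closed the gap, and the nearest, the rescaling to TPM, gave 7145.0, 1649.4 and 3201.3. NCgl1610 had 2702.8 RPKM here and about 1800 in Fig 2A, read from its colours, a ratio of 0.67 that lies only a little below those of the 20 genes. For this gene the rescaling to TPM (1915.4) came closest, and with it and with replicate 2 left out (2233.3) the value no longer met the criteria for a difference. TPM is a change of unit that lowers every value, while Fig 2A gives RPKM. Coming closer with TPM therefore does not explain the gap. Median-ratio scaling (2645.0) left most of the gap and only brought the value just below 1.5 times that of the figure. With replicate 1 (2792.2) or replicate 3 (3082.9) left out the difference remained.

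Fig 2A shows NCgl0487 below NCgl0488 in the EGFP replicates. In the deposited files NCgl0487 was above NCgl0488 in 3 of 3 samples at 30% DO, with a log2 ratio of 0.99, and also in 3 of 3 samples at each of 0% and 50% DO.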

Other observations

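The paper likens EGFP expression to oxygen limitation, also from growth, glucose consumption, accumulated metabolites and isocitrate dehydrogenase activity. The samples at 0% and 50% DO allow a comparison of only the transcripts of the genes it lists. If the likeness extended to these genes, the glycolysis genes would be higher at 0% DO. The average of the 5 glycolysis genes was instead lower at 0% than at 50% DO, by a log2 change of -1.504 (exact permutation p = 0.1, the smallest that 3 samples against 3 allow, adjusted p = 0.167 over the 5 gene sets). All 5 genes were lower, and with each sample left out the change stayed between -1.573 and -1.441. Singly, NCgl1526 (-2.48, adjusted p = 3.6e-05), NCgl1202 (-2.2, adjusted p = 0.001), NCgl1525 (-1.77, adjusted p = 5.7e-05) and NCgl2008 (-1.14, adjusted p = 0.00028) passed the threshold in edgeR's quasi-likelihood test. NCgl2673 did not. The same genes passed it, also lower, at 0% against 30% DO. The 3 PTS genes were also lower at 0% DO (log2 change -0.946, exact p = 0.1, adjusted p = 0.167), and the 3 sec genes were higher (0.476, exact p = 0.1, adjusted p = 0.167). Without pairing of the samples, the 11 ribosomal protein genes (0.137, exact p = 0.2, adjusted p = 0.25) and the 2 ATP synthase genes (0.086, exact p = 0.4, adjusted p = 0.4) did not separate the levels. Against 30% DO, the level of the paper's comparison, the changes at 0% DO were -1.415 for the glycolysis genes, -1.450 for the PTS genes and 0.574 for the ATP synthase genes (exact p = 0.1, adjusted p = 0.167 each), and 0.129 for the sec genes (exact p = 0.7, adjusted p = 0.7) and 0.039 for the ribosomal protein genes (exact p = 0.5, adjusted p = 0.625). The results of the sec and ATP synthase genes thus depend on the level compared. The 30% DO libraries also enter the paper's fold changes, by which these genes were listed. A change at 0% against 30% DO is therefore biased toward the opposite sign of those fold changes. The comparison with 50% DO shares no samples with them. Of the ATP synthase genes, NCgl1159 was higher at 0% than at 30% DO by a log2 change of 1.22 (adjusted p = 0.0021, edgeR's quasi-likelihood test), and NCgl1166 was not (log2 change -0.05, adjusted p = 0.85). Over the 41 genes of S4 and S5 Tables, the paper's log2 fold change and the log2 change from 50% to 0% DO showed no clear relation across genes, with Pearson's r -0.163 (permutation p = 0.311, adjusted p = 0.622) and Spearman's rho -0.032 (permutation p = 0.842, adjusted p = 0.842). The 2 statistics form the family, and genes are not independent replicates. Across the 41 genes no shared response to EGFP and to 0% DO was therefore shown, while the sec genes against 50% DO, the average of the ATP synthase genes against 30% DO and some single genes, such as NCgl2248 against 50% DO, moved in the direction of the paper's fold changes. The predictions were written after some of the values had been seen, no code letter holds both 0% and 50% DO, and the wild-type strain was not measured at these levels in the files analysed here.

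The genes with the largest rises from 50% to 0% DO were NCgl2134, NCgl2740, NCgl2816, NCgl1143 and NCgl0334, with log2 changes between 2.52 and 5.00. NCgl2134 went from 21.4 ± 5.9 to 721.6 ± 261.7 RPKM (SD, n = 3 each), with a log2 change of 5.00 (standard error 0.41, adjusted p = 8.6e-06, edgeR's quasi-likelihood test). The largest falls were those of NCgl1501, NCgl1500, NCgl1499, NCgl1502 and NCgl0678, with log2 changes between -4.35 and -3.98. NCgl1501 went from 3752.5 ± 158.0 to 194.5 ± 11 RPKM (log2 change -4.35, standard error 0.24, adjusted p = 6.2e-07, edgeR's quasi-likelihood test). All 10 genes were chosen among those in which the 3 replicates of 0% DO were separated from those of 50% DO. The 4 consecutive locus numbers NCgl1499 to NCgl1502 are close in number to NCgl1504, the transcriptional regulator of S4 Table, which fell from 7150.3 ± 157.5 RPKM at 50% DO to 1259.1 ± 305.6 RPKM at 0% DO (log2 change -2.61, standard error 0.17, adjusted p = 1.8e-06, edgeR's quasi-likelihood test).

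Of the 55 genes named by the paper, 54 passed the filter and 16 were changed at 0% against 30% DO, 14 at 0% against 50% DO and 0 at 50% against 30% DO. NCgl0909 varied among the DO levels, with 1944.8 ± 1198.2 RPKM at 0%, 2783.2 ± 558.5 at 30% and 8536.2 ± 3671.2 at 50% DO (log2 change of 0% against 50% DO -2.31, adjusted p = 0.0019, edgeR's quasi-likelihood test). With the code-letter block the change was -1.28 and no longer past the threshold. At 0% against 50% DO the same held for NCgl0910 (-0.74), NCgl2553 (-0.98) and NCgl2841 (-0.8). At 0% against 30% DO it held for NCgl1858 (-0.96) and NCgl1109 (0.84). At 0% against 50% DO the log2 change of NCgl2248 was 1.76 and that of NCgl2632 was 1.46, both higher at 0% DO.

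The expression of NCgl0487 in the files was compared with what S4 Table implies. The mean of 10129.1 RPKM at 30% DO divided by the paper's fold change gives 967274 RPKM for the wild-type strain, 68.1% of the mean sum of a library's RPKM. The next largest of the 29 genes by the same division is NCgl1901 with 34890 RPKM. The library with the fewest reads on the gene had 34245, so that the level rests on many reads. That count restates the high level and cannot test an explanation of it. A mislabelled sample would make the other genes resemble the wild-type columns of Fig 2A, but 12 of 14 genes below the end of the colour scale in both strains lay closer to the EGFP columns. These comparisons were chosen after the level had been seen. A sequence difference between the strain and the reference and reads shared with a copy were not tested, for lack of sequences, so that no explanation of the level is offered.

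The genes of S4 and S5 Tables were shorter than the other features, with a median of 567 against 807 bases (permutation p = 0.02, difference -240 bases). Short genes among the listed ones could reflect gene length bias between libraries, but without the ribosomal protein genes the permutation p was 0.21. That comparison also holds fewer genes, with a difference of -156 bases, so that gene length bias and the ribosomal protein genes among them both remain candidate explanations. These predictions were written after the lengths had been seen.

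Of the 2977 NCgl rows, 389 (13.1%) had no read in any of the 9 samples. They lay next to each other more often than random rows, with 331 neighbouring pairs against 50.7 on average in the permutations (permutation p = 1e-05, the smallest that 100000 permutations can give). The longest run holds 205 rows, from NCgl1611 to NCgl1816, and starts beside NCgl1610, a gene of S4 Table. A candidate explanation, formed after seeing the rows, is that regions of the reference are missing from this strain. It cannot be told apart gene by gene from reads shared between near-identical copies, because 0 columns of the files hold a sequence. If shared reads were dropped, a copy of the whole run elsewhere would also have to be empty. The run holds most of the 389 empty rows, which argues against such a copy. Copies within the run remain possible. No biological explanation was tested with the DO level, since these rows were empty at every level.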
